# Butyrate mediates anti-inflammatory effects of *Faecalibacterium prausnitzii* in intestinal epithelial cells through *Dact3*

**DOI:** 10.1080/19490976.2020.1826748

**Published:** 2020-10-15

**Authors:** Marion Lenoir, Rebeca Martín, Edgar Torres-Maravilla, Sead Chadi, Pamela González-Dávila, Harry Sokol, Philippe Langella, Florian Chain, Luis G. Bermúdez-Humarán

**Keywords:** Commensal bacteria, *Faecalibacterium prausnitzii*, inflammatory bowel disease, transcriptomic analysis, signaling pathway

## Abstract

The commensal bacterium *Faecalibacterium prausnitzii* plays a key role in inflammatory bowel disease (IBD) pathogenesis and serves as a general health biomarker in humans. However, the host molecular mechanisms that underlie its anti-inflammatory effects remain unknown. In this study we performed a transcriptomic approach on human intestinal epithelial cells (HT-29) stimulated with TNF-α and exposed to *F. prausnitzii* culture supernatant (SN) in order to determine the impact of this commensal bacterium on intestinal epithelial cells. Moreover, modulation of the most upregulated gene after *F. prausnitzii* SN contact was validated both *in vitro* and *in vivo*. Our results showed that *F. prausnitzii* SN upregulates the expression of *Dact3*, a gene linked to the Wnt/JNK pathway. Interestingly, when we silenced *Dact3* expression, the effect of *F. prausnitzii* SN was lost. Butyrate was identified as the *F. prausnitzii* effector responsible for *Dact3* modulation. *Dact3* upregulation was also validated *in vivo* in both healthy and inflamed mice treated with either *F. prausnitzii* SN or the live bacteria, respectively. Finally, we demonstrated by colon transcriptomics that gut microbiota directly influences *Dact3* expression. This study provides new clues about the host molecular mechanisms involved in the anti-inflammatory effects of the beneficial commensal bacterium *F. prausnitzii*.

## Introduction

Inflammatory bowel disease (IBD) is a group of disorders characterized by chronic inflammation in the gastrointestinal tract.^1^^,2^ One potential cause (and/or consequence) of IBD is the disruption of the intestinal ecosystem equilibrium. For example, gut microbiota analysis of Crohn’s disease (a type of IBD) patients revealed markedly lower diversity of Firmicutes (in particular of the *Clostridium leptum* group) compared to healthy individuals.^3^ These assemblages are also relatively poor in *Faecalibacterium prausnitzii*, a major member of the *C. leptum* group and one of the most abundant intestinal bacteria in healthy adults.^4,5^ Because a potential approach to prevent and treat IBD is the oral administration of probiotic and commensal bacteria^6^, *F. prausnitzii* may represent a relevant target for the development of diagnostic, prognostic, or therapeutic tools.

In different pre-clinical models of IBD, *F. prausnitzii* efficiently improves intestinal inflammation^7,8^ and gut barrier function.^9^ Indeed, through secreted metabolites this bacterium is able to block NF-κB activation and IL-8 production, which both contribute to inflammation.^10^ In addition, this species produces high quantities of butyrate,^4^ a short-chain fatty acid (SCFA) which is important in gut physiology.^11,12^ *F. prausnitzii* also produces several bioactive molecules that affect inflammation and gut barrier function such as shikimic and salicylic acids^12^ and a microbial anti-inflammatory molecule (MAM^13^). Despite many advances in the study of *F. prausnitzii*’s anti-inflammatory effects within the host^4^, we still do not understand the exact molecular mechanism of these effects, which could represent targets for new therapies. To identify the host receptor and signaling pathways involved in the beneficial effects of this anti-inflammatory bacterium, we performed DNA chip-based transcriptomic analyses in human intestinal epithelial cells (IECs; *i.e.*, HT-29 cells) that were stimulated with the proinflammatory cytokine TNF-α and exposed to *F. prausnitzii* culture supernatant (SN). These analyses led us to focus on *Dact3*, a member of the Disheveled Binding Antagonist of beta Catenin (DACT) gene family which negatively regulates the Wnt/JNK signaling pathway.^14^ We present here evidence from both *in vitro* and *in vivo* experiments which provide the first clues about the important role of *Dact3* in the host molecular mechanisms involved in the anti-inflammatory effects of the beneficial commensal bacterium *F. prausnitzii*.

## Results

### Transcriptomic analysis reveals *Dact3* as a target of *F. prausnitzii*

We used TNF-α to stimulate inflammation in HT-29 cells. A specific trait of this stimulation is upregulation of IL-8^15–19^, which we then measured as a readout for cell inflammatory status. To extend previous research on *F. prausnitzii* SN in TNF-α-stimulated HT-29 cells^12^, we performed a SN dose-effect experiment and determined the stability (i.e., putative degradation) of both IL-8 and TNF-α in the presence of the SN. *F. prausnitzii* SN had a significant dose–response effect (5% to 30%) while the bacterial culture medium LYBHI did not (Figure S1(a)). Of note, *F. prausnitzii* SN did not directly degrade either IL-8 (Figure S1(b)) or TNF-α (Figure S1(c)). To elucidate the host molecular mechanisms underlying the anti-inflammatory effects of *F. prausnitzii* (e.g., specifically the modulatory effects on IL-8 production), we performed a transcriptomic analysis of TNF-α-stimulated HT-29 cells exposed to *F. prausnitzii* SN (microarray hybridization schema is presented in Figure S2). 

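HT-29 is a human colorectal adenocarcinoma cell line used as a model of intestinal epithelial cells. The arrays compared cells exposed for 6 h to TNF-α (5 ng/ml), to F. prausnitzii SN or to the bacterial culture medium LYBHI (each at 10% v/v), or to TNF-α together with LYBHI or with SN. Each of these treatments was hybridized against control cells kept for 6 h (T6) as reference, and so was RNA of untreated cells taken at the start (T0). The paper's text and the sample labels do not state whether the T6 RNA was a single extract on all arrays, and the hybridization scheme in Fig. S2 was not seen. Each of the 6 treatments had 2 biological replicates, and each replicate was hybridized on 2 arrays with the dyes exchanged, for a total of 24 arrays on 6 slides. An array held 45015 spots, of which 1639 were controls, and the other spots carried 41000 probes with 29429 gene names. Between 48.2% and 63.3% of the spots were well above background in Cy3 (median 60%) and between 64.8% and 71% in Cy5 (median 68.6%), and no spot was saturated. The number of arrays limits the precision of the values.

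The authors extracted an intensity for each spot and dye with the Feature Extraction software and then normalized within arrays by loess and between arrays by the quantile method. The paper's text does not name a background correction. Starting from the mean signal and local background of each spot, the background was corrected with normexp (offset 50) and both normalizations were repeated. The arrays of a dye-swap pair hold the same RNA extracts and were averaged into 1 replicate. Limma was then applied to the 12 replicate values, so that the treatments share an estimate of the spread. Genes were counted as regulated at an adjusted p under 0.05 and an FC over 1.5, as in the paper. A comparison with T6 tests a log2 ratio against 0 and leaves out the spread of the control cells. Across probes, the log2 ratios of the replicates of a treatment correlated least for LYBHI (r = 0.378) and most for SN+TNF-α (r = 0.841). Several probes can stand for a gene, and the value of a named gene is that of its brightest probe.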

Before evaluating the effects of the SN, we first determined the regulatory changes due to TNF-α stimulation alone. Compared to control HT-29 cells, 227 genes were upregulated and 60 genes were downregulated in TNF-α-stimulated cells (adj. *p < .05*, |fold change (FC)| > 1.5). 

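In TNF-α-stimulated cells, 218 genes were upregulated and 57 genes were downregulated compared to T6 by limma with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 and the same FC, 297 genes passed. The number of regulated genes depended most on the FC criterion, since 1627 genes passed on the adjusted p alone. With TNF-α replicate 1 left out 209 genes were regulated, and 288 with replicate 2 left out. In the authors' deposited table of this comparison, 221 genes are upregulated and 60 downregulated at the same thresholds, and 302 of the 321 probes that pass there were also called here.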

The genes with the largest changes in expression are listed in Table S1. 

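The largest increases after TNF-α were those of LTB, with a log2 FC of 4.25 (SE 0.0587, adjusted p = 4.16e-09 by limma), and of CXCL1, with 4.17 (SE 0.0568, adjusted p = 4.16e-09). CCL20, whose probe was well above background on 12 of 24 arrays of T6, followed with a log2 FC of 3.97, and BIRC3 with 3.91. The replicates of LTB gave 4.31 and 4.19 and those of CXCL1 gave 4.17 and 4.16, so the changes were many times the spread between replicates. The largest decreases were smaller. PRR15L had a log2 FC of -1.34 (SE 0.0486, adjusted p = 1.63e-06), and SPINK5, LINC00261, RASL11A and SLITRK6 had values between -1.14 and -1.02. All 10 upregulated genes of Table S1 were upregulated here, with log2 FC from 2.95 to 4.25, and were the 10 largest increases. At the brightest probes, 9 of its 10 downregulated genes were downregulated, with log2 FC from -1.34 to -0.84. The exception, CEBPA, had a log2 FC of 0.24 at its brightest probe, which was not past the thresholds. Its other probes gave -0.89 (adjusted p = 0.000749 by limma) and -0.73 (adjusted p = 0.00675 by limma). Since any probe of a gene can count, CEBPA is among the downregulated genes counted above.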

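The IL8 probe (A_32_P87013) covers positions 74609265 to 74609324 of chromosome 4 in the hg19 build that the arrays' annotation uses. In TNF-α-stimulated cells its log2 ratio to T6 was 3.08 ± 0.166 (SD, n = 2), an 8.47-fold increase with adjusted p = 2.95e-08 by limma, and the replicates gave 3.20 and 2.97. The probe was well above background on 4 of 4 arrays with TNF-α and on 17 of 24 arrays of the control cells. This was the fifth largest increase in the comparison. With the signals as processed by Feature Extraction, the alternative that moved it most, the log2 FC was 4.80. No other probe on the array carries the name IL8.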

As expected, the pro-inflammatory cytokine IL-8 was among the most upregulated genes. In addition, upstream regulators such as TNF-α and IFN-γ and signaling pathways such as NF-κB were also activated, confirming the inflamed status of the HT-29 cells. 

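The targets of the pathways were examined as gene lists. Of 59 NF-κB target genes, 33 were upregulated and none was downregulated in TNF-α-stimulated cells, over all genes as well as adjusted over the list alone. Their median log2 FC was 0.98 and their mean 1.19 (camera, adjusted p = 2.14e-64 over the 7 list tests made). Of 61 IFN-γ response genes, 14 were upregulated and none downregulated, with a median log2 FC of 0.18 (camera, adjusted p = 1.75e-18). Camera assumes a preset correlation of 0.01 between the genes of a list. Both calls held under fry (adjusted p = 3.31e-09 for NF-κB and 1.55e-08 for IFN-γ, over the 5 lists tested with it) and with the correlation estimated from the data (adjusted p = 7.27e-05 for both). The lists share 6 genes, which are CXCL10, ICAM1, IL15, IRF1, PSMB9 and TAP1. The median of the NF-κB list moved most with the signals processed by Feature Extraction, to 1.34. The TNF gene itself, which is on the NF-κB list, had a log2 FC of 1.84 (adjusted p = 5.37e-05 by limma).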

Next, we evaluated the effect of the LYBHI medium used to culture *F. prausnitzii*. Here, only 63 genes were regulated (Figure 1(a)), and LYBHI did not seem to reduce cellular inflammation. 

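Between LYBHI+TNF-α and TNF-α, 11 genes were upregulated and 32 downregulated by limma with Benjamini-Hochberg adjustment, and 179 genes passed the FC at an unadjusted p under 0.05. A single replicate decided much of this count. It was 2 without TNF-α replicate 1, 23 without TNF-α replicate 2, 66 without LYBHI+TNF-α replicate 1 and 3 without LYBHI+TNF-α replicate 2. AF222023 and CCL20 passed in the first of these fits and, with CYP1B1, in the last, and AF222023 is named after its values were seen. With limma fitted to these 2 treatments alone no gene passed, against 177 at an unadjusted p. With the scan session as a covariate, which in these 2 treatments follows the replicate number, 118 genes passed, with all 43 among them. The largest increase was that of AF264627, a probe to which the files give no position in the human genome, with a log2 FC of 4.43 (SE 0.506, adjusted p = 0.0226). CYP1B1 increased by 2.95 (SE 0.202, adjusted p = 0.00273). CCL20 fell by 1.85 (adjusted p = 0.000286), CXCL1 fell by 0.99 (adjusted p = 0.00554) and IL8 fell by 0.81 on the log2 scale (adjusted p = 0.0173), each in both replicates. In LYBHI+TNF-α these genes remained above T6, with log2 ratios of 2.12 for CCL20, 3.18 for CXCL1 and 2.28 for IL8. Of the 275 genes regulated by TNF-α, 12 (4.36%) were regulated the opposite way by LYBHI+TNF-α compared to TNF-α. In the authors' deposited table of LYBHI+TNF-α against TNF-α, 23 genes are upregulated and 55 downregulated at the same thresholds. Only 34 of the 81 probes that pass there were among the 44 called here.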

Finally, we introduced *F. prausnitzii* SN. There were extensive changes: stimulation and SN treatment specifically modulated 1651 genes (Figure 1(a)). 

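Compared to TNF-α, 1091 genes were upregulated and 816 downregulated in SN+TNF-α. Of these, 1878 were not called in LYBHI+TNF-α compared to TNF-α, 29 were called in both comparisons, all in the same direction, and 14 were called with LYBHI only. A gene called in 1 comparison and not in the other is not shown to differ between SN and LYBHI. The direct comparison of SN+TNF-α with LYBHI+TNF-α called 1206 of the 1878 genes. Both comparisons share the TNF-α arrays, which makes them correlate without any effect. In 50 simulated draws with unchanged LYBHI+TNF-α and SN+TNF-α the correlation across probes had a median of 0.525 (range -0.312 to 0.932), against 0.361 observed, and no simulated draw had a gene called in both. Without the FC criterion, 5003 genes were specific to SN. The largest increases compared to TNF-α were those of AF264627 (log2 FC 4.80) and DACT3 (4.09), and the largest decrease was that of LTB (-2.80).

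**Figure D1:**
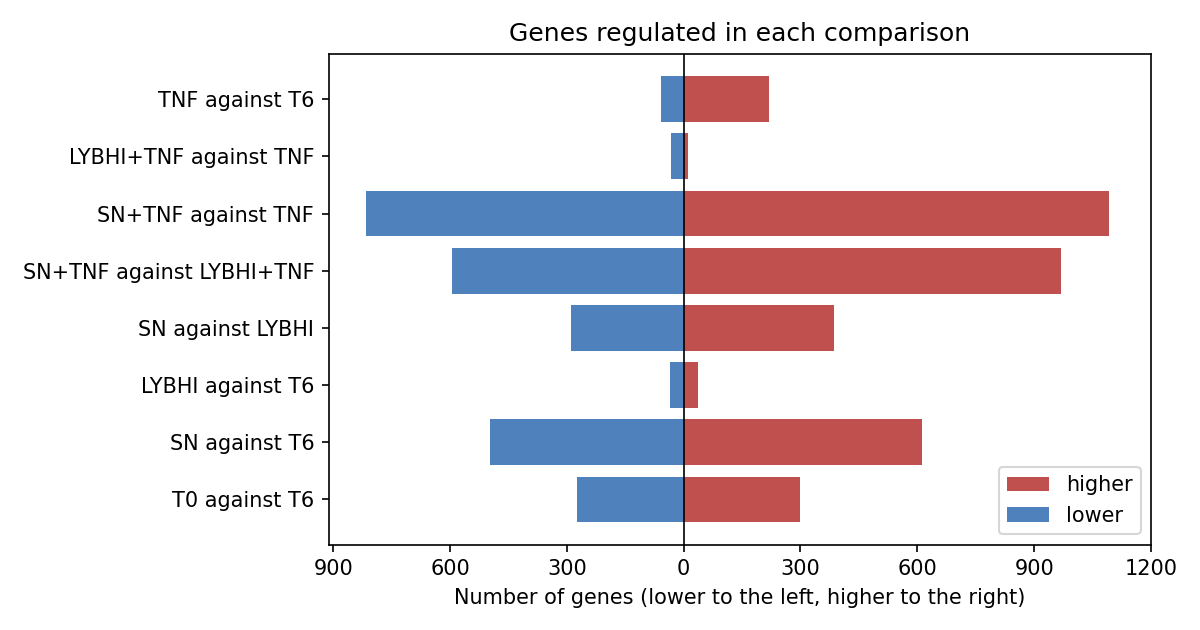
Number of genes regulated in each comparison (x axis), with downregulated genes to the left of 0 and upregulated genes to the right. Each bar is a comparison of 2 replicates with 2 replicates or, against T6, of 2 replicates with the T6 reference, at an adjusted p under 0.05 and an FC over 1.5. The bars of SN+TNF-α against TNF-α (1091 up, 816 down) are the longest and those of LYBHI+TNF-α against TNF-α (11 up, 32 down) the shortest.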

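NF-κB targets moved in both directions between SN+TNF-α and LYBHI+TNF-α. Among the 59 targets, BIRC3 (log2 FC 1.15), CCL20 (1.31) and GADD45B (2.22) were upregulated, while 8 were downregulated. These were LTB (-2.25), NFKB1 (-1.00), CXCL1 (-0.95), BCL2L1 (-0.95), BCL3 (-0.82), CFLAR (-0.72), CSF2 (-0.67) and IL8. Adjusted over the list alone, 3 were upregulated and 9 downregulated. The increase of CCL20 is relative to LYBHI+TNF-α, where CCL20 was lower than in TNF-α (log2 FC -1.85). In the authors' deposited table its log2 FC in SN+TNF-α compared to TNF-α is -0.55, which does not pass. A rise of CCL20 over TNF-α alone is thus not shown. The median of the list was 0.025 and the mean -0.043, so they differ in sign, and the median was -0.0011 with the signals processed by Feature Extraction. Camera gave a downward direction that did not pass (adjusted p = 0.193, and 0.496 with an estimated correlation), while fry, which tests the list without reference to other genes, also gave a downward direction and passed (adjusted p = 0.0239). For the p38 pathway, MAPK11, which encodes p38β, had a log2 FC of 0.88 (SE 0.144, adjusted p = 0.00526 by limma).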

Interestingly, these genes are involved in several inflammatory pathways such as NF-κβ, p38 and other ERK/MAPK pathways. Among these, 25% of the genes that had been activated by TNF-α exposure (in our first comparison) were inactivated by treatment with *F. prausnitzii* SN (70 out of 287). 

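Of the 275 genes regulated by TNF-α, 104 (37.8%) were regulated in the opposite direction in SN+TNF-α compared to TNF-α. They were 89 genes upregulated by TNF-α and then downregulated and 15 genes that moved the other way, while 13 genes moved further in the direction of the TNF-α effect. Both comparisons contain the TNF-α arrays with opposite signs, so that chance values of these arrays alone can give reversed genes. In 50 simulated draws in which SN+TNF-α and LYBHI+TNF-α had no effect, no gene was reversed. In the comparison of SN+TNF-α with LYBHI+TNF-α, which holds no TNF-α array, 73 of the TNF-α genes (26.5%) were reversed. Of the 261 TNF-α genes called at their brightest probe, whether or not they passed again, 194 (74.3%) had a log2 FC opposite to the TNF-α effect in SN+TNF-α compared to TNF-α, 197 (75.5%) in LYBHI+TNF-α compared to TNF-α and 173 in SN+TNF-α compared to LYBHI+TNF-α. The first 2 share the TNF-α arrays, and in the simulated draws they reached at most 71.1% and 74.9%. With an FC over 2 in place of 1.5, 24 genes were reversed.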

To explore this complex gene regulation network, we submitted the dataset of genes regulated by SN compared to LYBHI to an ingenuity pathway analysis (IPA), which highlighted the SN-affected pathways. This analysis confirmed the ability of *F. prausnitzii* SN to regulate the ERK/MAPK signaling pathway as the most important pathway related to inflammation modulated specifically by *F. prausnitzii* SN (Figure 1(b)). 

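For MAPK signaling, a list of genes was used in place of the IPA gene sets, which were not used here. The background was the 17034 genes with a probe well above background on every array of SN+TNF-α or of LYBHI+TNF-α. In the comparison of these treatments, 16 of 112 MAPK genes (14.3%) were regulated, against 9.14% of the other genes (Fisher's exact test, one-sided, p = 0.0494, adjusted over the 7 lists 0.0692). A gene counts here when any of its probes is called. Of these genes 11 were upregulated and 5 downregulated, which were JUNB, FOSL1, MAP3K4 and, named after their values were seen, MYC and TAOK1, the last at a probe that is not its brightest. At the brightest probes and adjusted over the list alone, 11 were upregulated and 6 downregulated. Over the alternatives, Fisher's exact test gave values between p = 0.00136, with all genes on the array as the background, and p = 0.051, with the signals processed by Feature Extraction, where 22.3% of the list was regulated. Without LYBHI+TNF-α replicate 1 the share was also 22.3%. Over all alternatives the share lay between 6.25% and 22.3%. Of 60 genes of the Wnt pathway, 16 (26.7%) were regulated, against 9.11% of the others (Fisher's exact test, one-sided, p = 7.03e-05, adjusted 0.000123). Of the Wnt genes 9 were upregulated and 7 downregulated, and these counts were 9 and 7 also at the brightest probes adjusted over the list alone. The Wnt list includes DACT3 and shares FOSL1, JUN, MYC and RAC1 with the MAPK list. A list of 48 genes of the G1/S transition had 3 upregulated genes and 1 downregulated gene, over all genes and over the list alone, which were E2F2, GINS2, CHAF1B and, downregulated, GINS3, named after their values were seen. This list shares CCND1 with the Wnt list. Its median log2 FC was 0.057 and did not pass (camera, adjusted p = 0.155, fry, adjusted p = 0.114). Without SN+TNF-α replicate 1 the median was 0.099.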

Notably, 7% of all genes regulated by *F. prausnitzii* SN were linked to MAPK pathways, including JNK. 

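Genes of the MAPK list made up 1.02% of the 1562 genes regulated between SN+TNF-α and LYBHI+TNF-α that belong to the background of expressed genes. The list holds 112 of the background genes, so its share could near the paper's value only if almost all of them were regulated. JNK1 is encoded by MAPK8, whose log2 FC was 0.32 (SE 0.0853, adjusted p = 0.0408 by limma), a 1.25-fold increase that stayed under the FC criterion. Among the MAP3K genes of Table S2, MAP3K4, which the paper assigns to JNK, was at -0.71 (adjusted p = 0.00665 by limma). MAP3K14, assigned there to NF-κB, was at 1.00 (adjusted p = 0.000872 by limma). MAP3K3, assigned to ERK and NF-κB, was at 0.63 (adjusted p = 0.00302 by limma). At a dimmer probe of MAP3K3 the log2 FC was 0.40, which did not pass the FC criterion.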

The 20 genes with the largest fold-change in regulation are shown in Figure 1(c) and Table S2. 

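In SN+TNF-α compared to LYBHI+TNF-α, 968 genes were upregulated and 595 downregulated. After DACT3, the largest increases were those of LRRC10B, with a log2 FC of 2.42 (SE 0.311, adjusted p = 0.00193 by limma), of GADD45B (SE 0.248, adjusted p = 0.00112), of TMEM121 (2.19) and of BAMBI (2.04). After LTB (SE 0.083, adjusted p = 4.15e-05), the largest decreases were those of KIAA1199, with -2.13 (SE 0.0892, adjusted p = 6.14e-05), of AMIGO2 (-1.90), of the probe A_32_P128399, which carries no gene name (-1.86), and of ATF5 (-1.84). A dimmer probe of KIAA1199 gave -0.42. At the brightest probes, 8 of the 10 upregulated genes of Table S2 were upregulated here, and all 10 downregulated genes were downregulated. The remaining genes were YPEL4 and IL10RA, which count as upregulated only through another probe. Their brightest probes gave 0.11 and 0.28, which did not pass the thresholds, whereas another probe of YPEL4, well above background on 1 of 4 arrays of LYBHI+TNF-α, gave 1.79 (adjusted p = 0.000745). Another probe of IL10RA was not well above background on any LYBHI+TNF-α array. On the scale of each dye after loess and Aquantile it was 1.88-fold higher in SN+TNF-α. The level compared was the higher of its own signal and the lowest signal of probes well above background. This value leaves out the T6 channel and is no lower bound on the change in ratio to T6. That change is 0.84 on the log2 scale in the authors' deposited table. Apart from DACT3 and LTB, no gene of Table S2 was among the 10 largest changes in its direction.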

IL-8 was found to be downregulated, while the most upregulated gene was *Dact3* (FC = 17.2). 

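DACT3 was measured by the probe A_23_P360964, at positions 47150906 to 47150965 of chromosome 19 (hg19). In SN+TNF-α its log2 ratio to T6 was 4.12 ± 0.258 (SD, n = 2) and in LYBHI+TNF-α it was -0.0068 ± 0.0228 (SD, n = 2). The log2 FC of 4.13 (SE 0.527, adjusted p = 0.00187 by limma) corresponds to a 17.5-fold increase and was the largest of all genes in this comparison. Taking the replicates by number, the differences were 3.96 and 4.29. The probe was well above background on 4 of 4 arrays of SN+TNF-α and on 2 of 4 arrays of LYBHI+TNF-α, so that the level without SN is near the limit of measurement. The size of the change depends on how this low level is treated, and it was 7.33 on the log2 scale with the signals processed by Feature Extraction. A second DACT3 probe (A_24_P33014, positions 47156015 to 47156240) was not well above background on any array of either treatment. IL8 fell by 0.66 on the log2 scale in SN+TNF-α compared to LYBHI+TNF-α (SE 0.0838, 1.58-fold, adjusted p = 0.00181), with differences of -0.73 and -0.59. With the signals processed by Feature Extraction (adjusted p = 0.458) and with median centring in place of loess (adjusted p = 0.0647), the decrease of IL8 no longer passed, while over the other alternatives the adjusted p lay between 0.000189 and 0.0278. Compared to TNF-α alone, IL8 fell by 1.47 (adjusted p = 7.18e-05). In the authors' deposited table the log2 FC are 4.11 for DACT3 and -0.64 for IL8. From its place as the most upregulated gene, the paper reasons that Dact3 is the gene on which to focus.

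**Figure D2:**
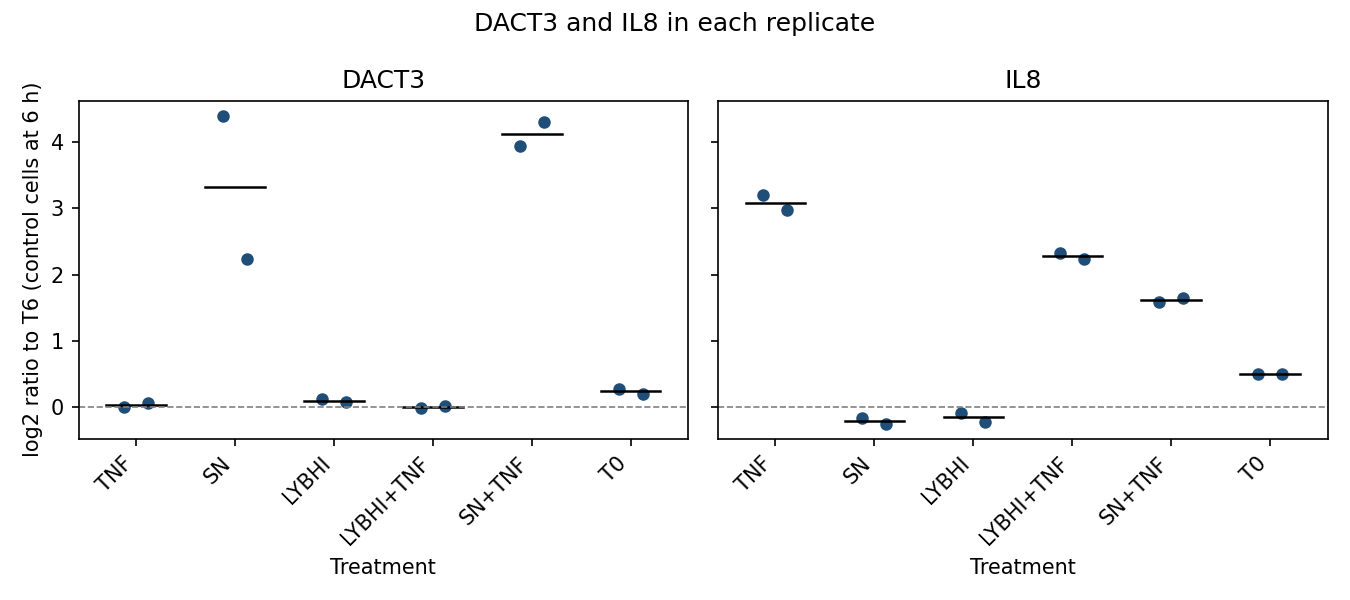
Log2 ratio to control cells at 6 h (T6, y axis) of DACT3 (left) and IL8 (right) for each treatment (x axis). Points are the biological replicates, each the mean of a dye-swap pair, and bars are their means. DACT3 lies near 0 without SN and at 3.94 and 4.30 in SN+TNF-α, and IL8 lies at 3.20 and 2.97 in TNF-α and at 1.59 and 1.64 in SN+TNF-α.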

*Dact3* belongs to the *Dact* gene family, whose members interact with the Dsh protein to inhibit Dsh-induced activation of the JNK pathway. The *Dact3*/JNK pathway is presented in Figure 2(a). Finally, in order to validate our transcriptomic data, the differential expression of some of the most up- and downregulated genes (see Table S3 for the list of genes analyzed) was validated by RT-qPCR using *B2M* gene as reference for data normalization as previously described.^20^ 

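Of the human genes listed in Table S3, JUNB had a log2 FC of -0.73 (adjusted p = 0.000317 by limma) between SN+TNF-α and LYBHI+TNF-α on the arrays, with -0.54 at its dimmer probe. NFKB1 (SE 0.178, adjusted p = 0.00759) differed by -0.82 and -1.19 between the replicates of the same number. JUN had a log2 FC of 0.03 (adjusted p = 0.92) and FOS one of 0.15 (adjusted p = 0.715). Taken by replicate number, the differences of both had opposite signs, but the numbers do not pair these treatments. Taken in the same way, MAPK8 was higher in both replicates (0.29 and 0.35). IL1B had a log2 FC of 0.30 (adjusted p = 0.0139), under the FC criterion, and was well above background on 1 of 4 arrays of LYBHI+TNF-α.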

As shown in Figure 2(b) all the tested genes displayed the same regulation (e.g., up- or down-) as that observed in the transcriptomic analysis. Strikingly, compared to LYBHI, *F. prausnitzii* SN led to significant *Dact3* upregulation in TNF-α-stimulated HT-29 cells, confirming transcriptomic observations.

**Figure 1.**
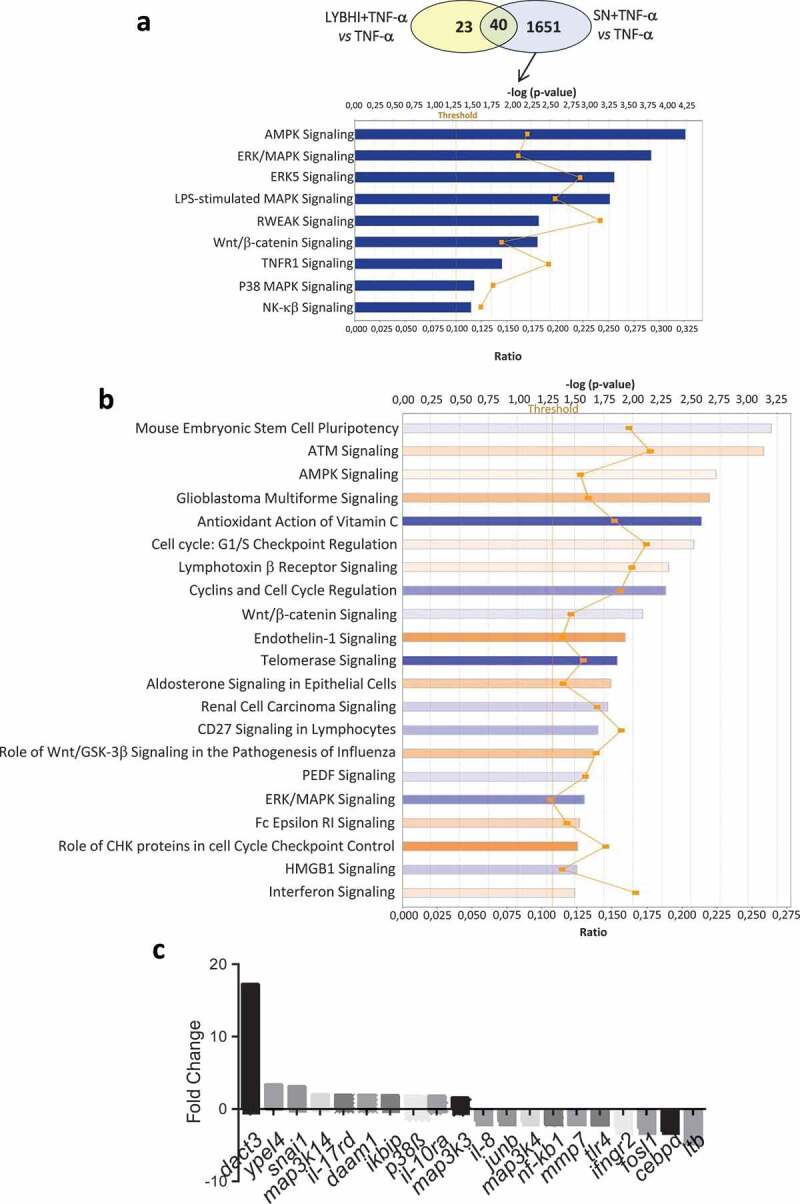
Gene and cellular pathways modulation by *F. prausnitzii* SN. (a) Comparison of the genes modulated by LYBHI+TNF-α *vs* TNF-α and SN+TNF-α *vs* TNF- α. The genes specifically modulated by SN and linked to inflammatory pathways have been represented using IPA canonical pathway display: y-axis displays the -log of the *p-*value which is calculated by Fisher’s exact test right-tailed. The orange points interconnected by a thin line represent the ratio. This ratio is calculated as follows: # of genes in a given pathway that meet the cutoff criteria, divided by the total # of genes that make up that pathway and that are in the reference gene set. (b) IPA canonical pathway display of the genes modulated in the comparison LYBHI+TNF-α *vs* SN+TNF-α: y-axis displays the -log of *p-*value which is calculated by Fisher’s exact test right-tailed. The orange and blue colored bars indicate predicted pathway activation, or predicted inhibition, respectively (*z-*score). Only genes with *z-*score are represented. The orange points interconnected by a thin line represent the ratio. (c) Histogram of the ten most up- and downregulated genes in the comparison LYBHI+TNF-α*vs* SN+TNF-α

**Figure 2.**
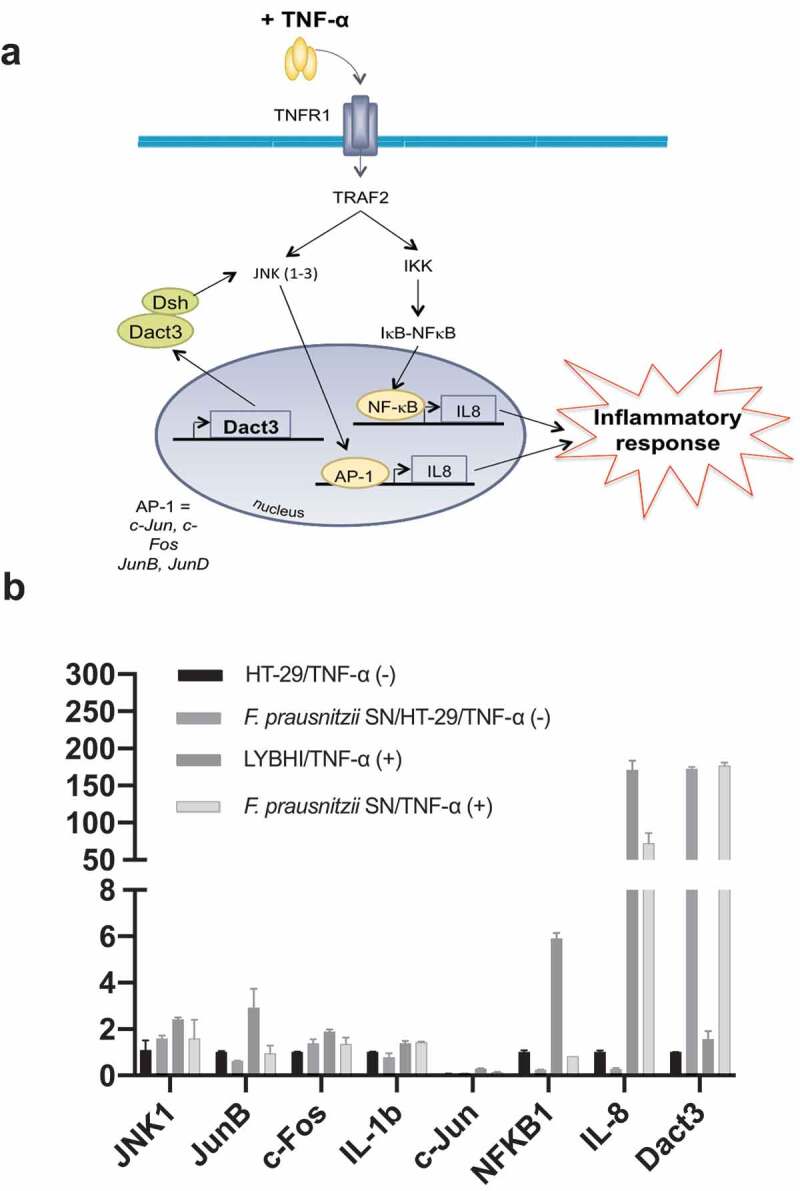
*F. prausnitzii* SN modulates *Dact3* expression *in vitro*. (a) Schematic representation of *Dact3* pathway. (b) RT-qPCR validation of most up- and downregulated genes by *F. prausnitzii* SN in TNF-α-stimulated HT-29 cells. Results are expressed as the fold change (FC) of gene expression relative to the *B2M* housekeeping gene

### Role of Dact3 in TNF-α-stimulated HT-29 cells

As *Dact3* was the most upregulated gene in the transcriptomics analysis, we thus decided to focus our investigations on this gene. To investigate the effect of *Dact3* on IL-8 production in TNF-α-stimulated HT-29 cells, we overexpressed or knocked down *Dact3* in IECs. First, we tried to overexpress *Dact3* using transient transfection in HT-29 cells; unfortunately, we were unable to efficiently transfect these cells (data not shown). This could be due to the strong upregulation of *Dact3* that led to massive apoptosis of the cells, as was previously reported for colorectal cancer cells.^21^ We then used the siRNA technology to knockdown *Dact3* mRNA in TNF-α-inflamed HT-29 cells. As shown in Figure 3(a), RT-qPCR analysis confirmed that: i) both the non-targeting (NT) siRNA and LYBHI had no effect on *Dact3* expression (FC = 1); ii) *F. prausnitzii* SN strongly upregulated *Dact3* (FC = 30) in presence of NT siRNA; and iii) *Dact3* siRNA significantly reduced the abundance of *Dact3* mRNA induced by *F. prausnitzii* SN. In addition, we confirmed knockdown of *Dact3* at level protein by Western blot analyses as shown in Figure S3. Besides, treatment with *Dact3* siRNA in TNF-α-stimulated HT-29 cells tends to increase IL-8 production (Figure 3(b)) suggesting an important role of *Dact3* activation in intestinal homeostasis. Moreover, the inhibitory effect of *F. prausnitzii* SN on IL-8 production was partially lost in *Dact3*-silencing condition siRNA.

**Figure 3.**
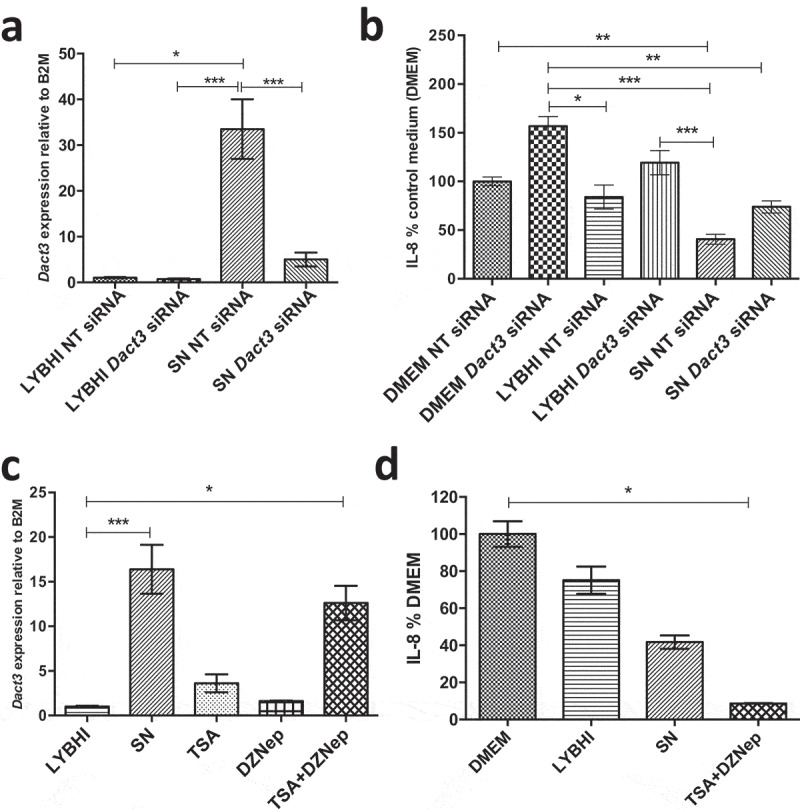
Modulation of *Dact3* expression in TNF-α-stimulated HT-29 cells under different conditions. (a) *Dact3* expression and (b) IL-8 production by HT-29 cells transfected with either *Dact3* or non-targeting (NT) siRNA and treated with both *F. prausnitzii* SN and TNF-α. *Dact3* expression was analyzed by RT-qPCR and IL-8 production by ELISA. Results are represented as the FC of *Dact3* expression relative to LYBHI with NT siRNA and IL-8 have been normalized to DMEM medium (used as a control) under NT siRNA conditions (values for DMEM+TNF-a conditions were set to 100%). (c) *Dact3* expression and (d) IL-8 production by TNF-α-stimulated HT-29 cells co-incubated with 0.5 µM of TSA or 12.5 µM of DZNep, or both. Results are represented as the FC of *Dact3* expression relative to LYBHI and IL-8 values have been normalized to control DMEM. All experiments were performed in triplicate. Non-parametric Kruskal-Wallis and Dunn’s post hoc test *p < .05; **p < .01; ***p < .001

Next, we evaluated the effect of factors modulating *Dact3* expression on IL-8 production. As histone modification has been reported to modulate *Dact3* expression^21^, we used a mix of TSA (a histone deacetylase inhibitor) and DZNep (a histone methylation inhibitor) drugs as previously described.^21^ These drugs led to a strong upregulation of *Dact3* similar to that obtained with *F. prausnitzii* SN (Figure 3(c)). Furthermore, after drug treatment and TNF-α stimulation, *Dact3* upregulation strongly inhibited IL-8 production in HT-29 cells, to an even stronger extent than was observed with *F. prausnitzii* SN (Figure 3(d)).

### *Identification of the* F. prausnitzii*-effectors responsible for Dact3 modulation*

To identify the bacterial effector(s) responsible for *Dact3* modulation, as *F. prausnitzii* abundantly produces butyrate, which reduces IL-8 production in TNF-α-stimulated HT-29 cells^12^, we decided to test the effect of this SCFA on *Dact3* modulation. As shown in Figure 4(a), treatment with 1 mM of butyrate (the concentration present in the *F. prausnitzii* SN^22^) led to strong upregulation of *Dact3* and a decrease in IL-8 production (Figure 4(b)). Altogether, these results reveal that butyrate is one of the *F. prausnitzii* produced-metabolites responsible for *Dact3* modulation.

**Figure 4.**
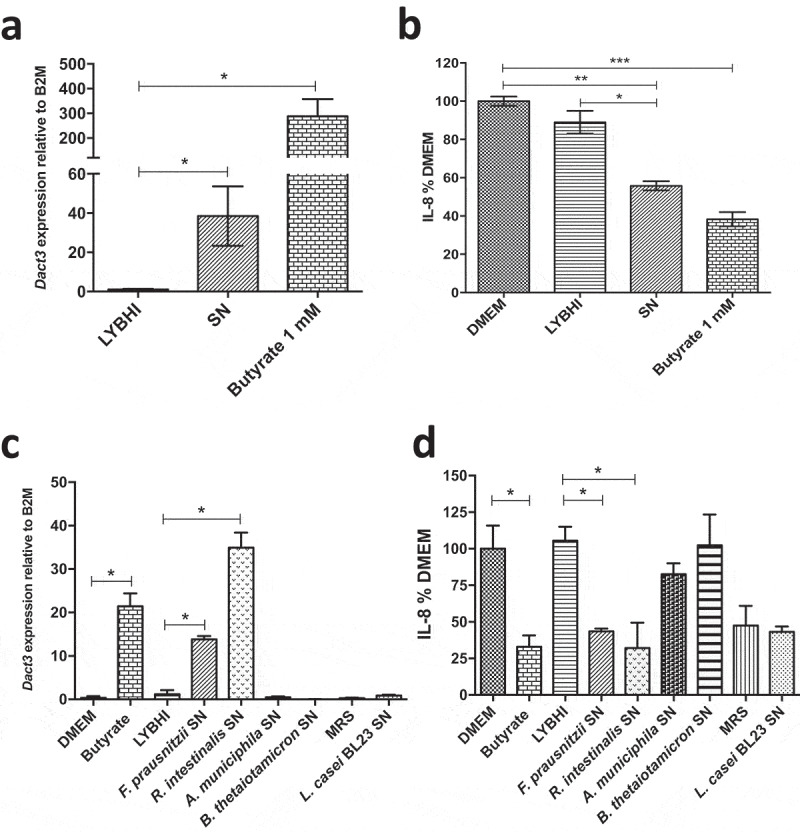
Effect of butyrate on *Dact3* expression. (a) *Dact3* expression and (b) IL-8 production by HT-29 cells co-incubated with 1 mM of butyrate. Results are represented as the FC of *Dact3* expression relative to LYBHI and IL-8 have been normalized to DMEM. All experiments were performed in triplicate. Non-parametric Kruskal-Wallis and Dunn’s post hoc test *p < .05; **p < .01; ***p < .001. (c) *Dact3* expression and (d) IL-8 production in TNF-α-stimulated HT-29 cells and treated with the SN of different bacterial strains producing or not butyrate. LYBHI and MRS were used as negative control of the SN from the different bacterial strains. Results are expressed as the FC of *Dact3* expression relative to LYBHI and IL-8 have been normalized to DMEM. All experiments were performed in triplicate. Non-parametric Kruskal-Wallis and Dunn’s post hoc test *p < .05

In order to validate this hypothesis, we tested other gut bacterial strains (*e.g. Roseburia intestinalis, Akkermansia muciniphila* and *Bacteroides thetaiotaomicron*), known to produce or not butyrate (Table S4), for their capacities to upregulate *Dact3* (Figure 4(c)) and downregulate IL-8 (Figure 4(d)). We also tested a probiotic lactic acid bacterium (LAB) with anti-inflammatory capacities, *L. casei* BL23, that does not produce butyrate. Strikingly, the SN from the only other butyrate-producing bacterium (*R. intestinalis*) highly upregulated *Dact3* expression and thus downregulated IL-8 production. In contrast, the three other bacterial strains that do not produce butyrate (*A. muciniphila, B. thetaiotaomicron* and *L. casei* BL23) did not have any effect on neither *Dact3* nor IL-8. Despite *L. casei* BL23 seems to reduce IL-8 levels, this effect is more due to its culture medium (*e.g*. MRS) than the bacterium itself since the same inhibition in IL-8 levels was observed with the medium alone. This phenomenon could be explained by the presence of serpin in MRS, a protease inhibitor well known to display immunomodulatory effects.^23^

### In vivo *validation of* Dact3 *modulation*

*Dact3* modulation was first investigated in healthy mice orally administered with *F. prausnitzii* SN and sacrificed at different time points (*e.g*. 0, 3, 6, and 9 hours after administration) to evaluate its effects in normal physiological conditions (Figure S4(a)). *F. prausnitzii* SN led to a significant increase in *Dact3* mRNA in colonic samples 9 h after its administration (Figure S4(b)). Other groups of mice were orally administered with either *F. prausnitzii* SN, *R. intestinalis* SN or butyrate (1 mM) and euthanized 9 h later. As shown in Figure 5(a), butyrate was detected in colonic samples of mice treated with either *F. prausnitzii* SN or *R. intestinalis* SN but not with butyrate itself, suggesting that soluble butyrate is rapidly absorbed in the colon. Strikingly, all treatments, including butyrate, results in *Dact3* upregulation in samples from proximal colon (Figure 5(b)).

**Figure 5.**
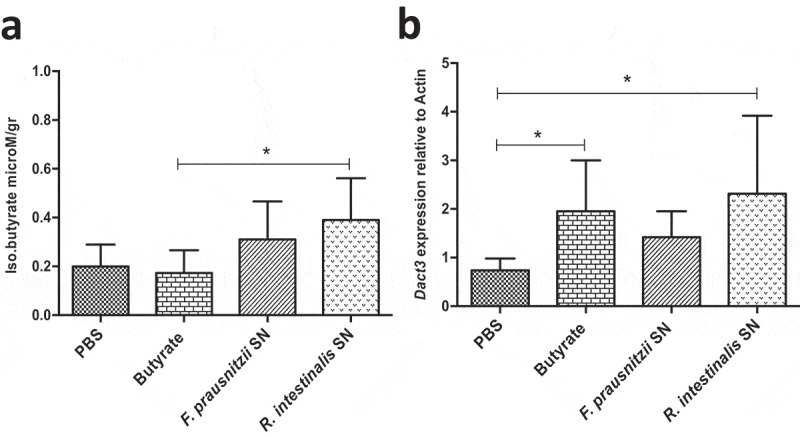
Modulation of *Dact3* expression *in vivo* by *F. prausnitzii* SN. Animals were intragastrically administered with either butyrate (1 mM) *F. prausnitzii* SN or *R. intestinalis* SN and sacrificed 9 after. (a) Quantification of butyrate in samples from proximal colon of treated mice. (b) FC of *Dact3* expression in colonic samples relative to actin housekeeping gene. Non-parametric Kruskal-Wallis and Dunn’s post hoc test *p < .05

We then investigated *in vivo Dact3* modulation in an inflammatory context, using a murine model in which chronic moderate inflammation was induced by intrarectal injection of dinitrobenzene sulfonic acid (DNBS). Animals were given daily oral gavages of live *F. prausnitzii* (Figure 6(a)), as previously described.^8^ As expected, *F. prausnitzii* administration led to significant reductions in markers of colitis with improvements in weight loss and a decrease in macroscopic scores (Figure 6(b)), MPO activity (Figure 6(c)) and a reduction of the pro-inflammatory cytokines IFN-γ (Figure 6(d)), IL-6 (Figure 6(e)), IL-17A (Figure 6(f)) and the chemokine MCP-1 (Figure 6(g)). Moreover, *Dact3* expression was upregulated in the colon of *F. prausnitzii*-treated mice compared to the PBS-treated mice (Figure 6(h)), confirming that *Dact3* is induced by *F. prausnitzii* in an inflammatory context too.

**Figure 6.**
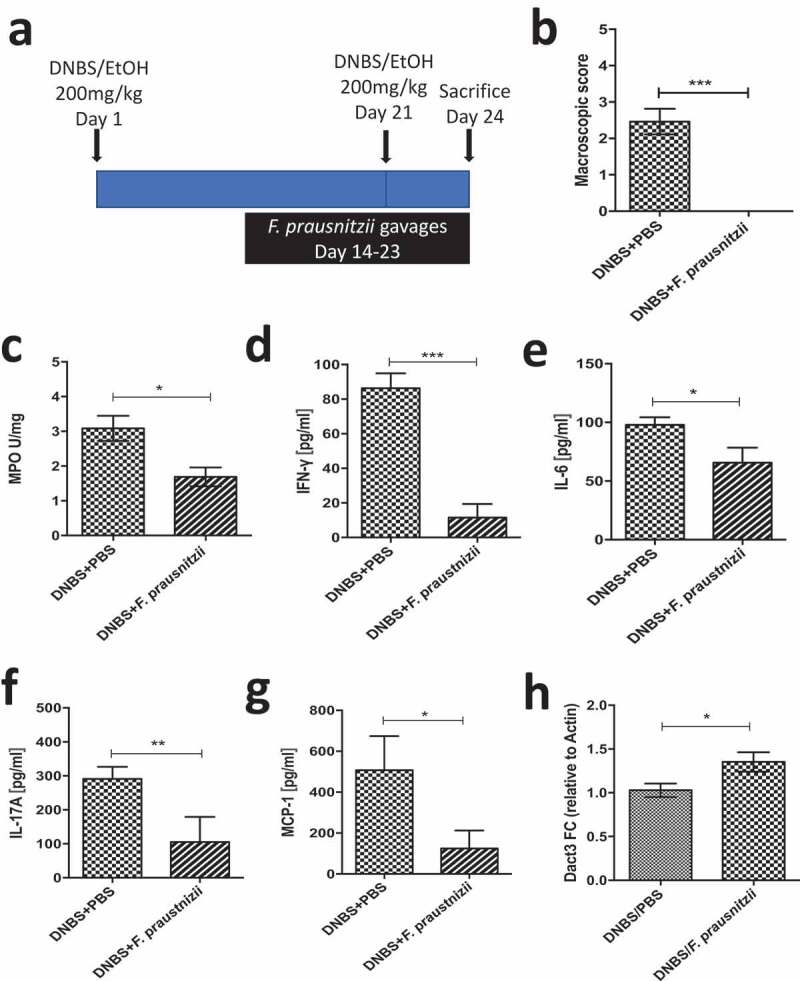
Modulation of *Dact3* expression *in vivo* by *F. prausnitzii*. (a) Experimental protocol used for the analysis of the *in vivo* effects of *F. prausnitzii* in a mouse model of chronic inflammation (as previously described^8^): (b) Macroscopic scores; (c) MPO activity; (d–g) colonic pro-inflammatory cytokine and chemokine concentrations and (h) FC of *Dact3* expression in colonic samples relative to actin housekeeping gene. Non-parametric Mann-Whitney U test *p < .05

Finally, to assess the effect of the gut microbiota on *Dact3* modulation in *in vivo* physiological conditions, we investigated a dataset that we previously published comparing the colonic transcriptome of germ-free and conventionalized (Conv) mice.^24^ We found that *Dact3* expression was significantly reduced in germ-free compared to Conv mice (Figure 7). These observations confirm that gut microbiota has a major impact on *Dact3* expression.

**Figure 7.**
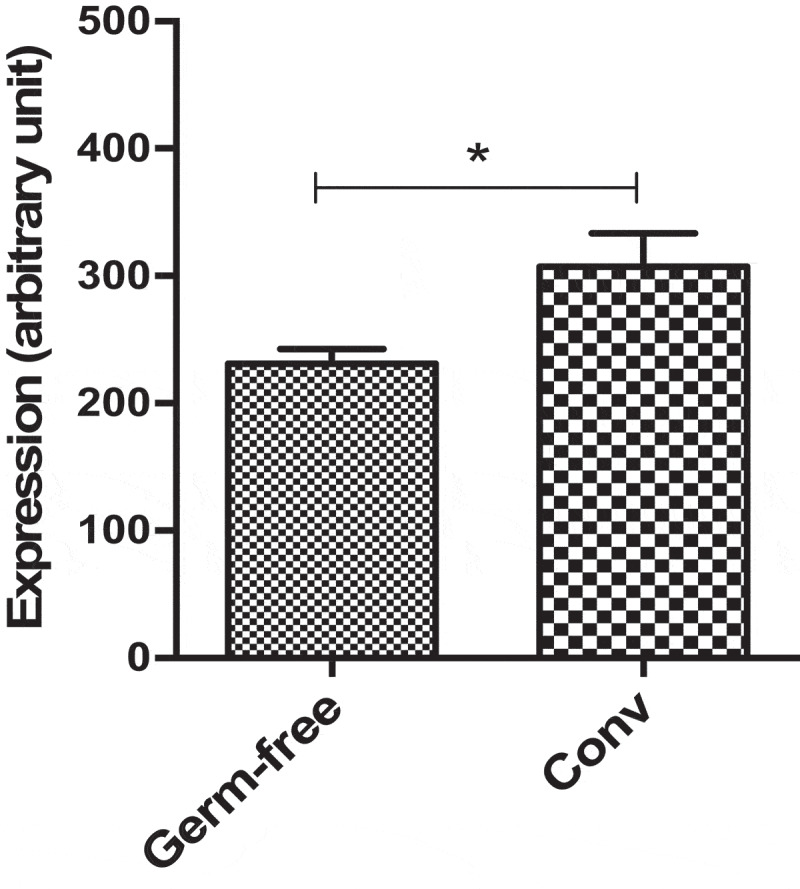
*Dact3* modulation by endogenous microbiota. Total RNA was extracted from colon tissues of both germ-free and conventional (Conv) mice and analyzed by microarrays to determine modulation of *Dact3.*

## Discussion

*F. prausnitzii* is a commensal bacterium well known for its immunomodulatory properties and more specifically for its anti-inflammatory effects both *in vitro*^7,12,13^ and *in vivo*.^4,7,9,12,13,25^ Here, we demonstrated that *F. prausnitzii* SN is able to block IL-8 production in TNF-α-activated HT-29, but this effect is not due to  the proteolytic degradation of either TNF-α or IL-8. Thus, and because *F. prausnitzii* is extremely oxygen-sensitive (EOS) and cannot be easily cultured with human cells^26^, we decided to further study the immunomodulatory effects of its SN. 

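Without TNF-α, SN upregulated 612 genes and downregulated 497 compared to T6, a total of 1109, and LYBHI upregulated 38 and downregulated 36. The LYBHI count fell to 10 without LYBHI replicate 1 and to 14 without replicate 2.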

*F. prausnitzii* SN modulated the expression of a massive number of genes, in fact, more than the TNF-α treatment itself (Table S1). Among the inflammation-related pathways regulated by *F. prausnitzii* SN, we found enrichment in genes related to MAPKs. In particular, *Dact3*, a gene implicated in Wnt/JNK regulation, was among the top-upregulated genes by *F. prausnitzii* SN in non-stimulated as well as in TNF-α-stimulated cells. 

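In non-stimulated cells, 387 genes were upregulated and 288 downregulated by SN compared to LYBHI. This count changed with the replicates used, to 252 without SN replicate 1, 1155 without SN replicate 2, 196 without LYBHI replicate 1 and 300 without LYBHI replicate 2. DACT3 had the largest increase, with a log2 FC of 3.23 (SE 0.527, adjusted p = 0.0128 by limma). Its log2 ratio to T6 was 4.40 and 2.24 in the replicates of SN and 0.11 and 0.071 in those of LYBHI, where 2 of 4 arrays were well above background. The change no longer passed without LYBHI replicate 1 (adjusted p = 0.0879) or replicate 2 (adjusted p = 0.0744), where the remaining LYBHI sample is assumed to vary like the other treatments, nor with limma fitted to SN and LYBHI alone (adjusted p = 0.166). In that fit no gene passed, against 830 at an unadjusted p under 0.05. Over all alternatives at this probe the adjusted p of DACT3 lay between 5.35e-06 and 0.166. The SN effects on DACT3 with and without TNF-α differed by 0.90 on the log2 scale (adjusted p = 0.868), within the replicate error. Of the genes regulated by SN without TNF-α, 609 were also regulated in SN+TNF-α compared to LYBHI+TNF-α, all in the same direction. Over the 1778 probes called in the latter comparison, 1770 had the same sign without TNF-α, and the slope of the effects without TNF-α on those with it was 0.683 (r = 0.959 across probes, which are not independent replicates). The probes were selected on the effect with TNF-α, which by itself can lower the slope. The replicates of SN also differed in strength, as for DACT3 (4.40 and 2.24). A weaker SN effect without TNF-α is therefore not shown by this slope.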

The *Dact* gene family was initially reported in studies of embryonic development.^14,27^ Although *Dact3* is involved in postnatal development (adult *Dact3^−/-^* mice show a mild reduction in body weight), the fact that *Dact3^−/-^* mice are viable means that this gene is not essential for mouse embryogenesis, postnatal survival, and reproduction.^28^ *Dact3* has a postnatal role as a regulator in the Wnt/β-catenin signaling pathway^21^ and has been associated with several types of cancer: colorectal^21^, breast^29^, ovarian^30^, lung^31^, papillary thyroid^32^, and renal fibrosis.^28^ In colorectal cancer cell lines, *Dact3* transcription is epigenetically downregulated by a bivalent histone modification.^21^ In particular, drugs that target both histone methylation (DZNep) and deacetylation (TSA) strongly induce *Dact3* expression^21^, a result that we confirmed here. Moreover, we also observed that these drugs reduced IL-8 production by TNF-α-stimulated HT-29 cells in a way that was similar to the effect of *F. prausnitzii* SN. These results show that *Dact3* has an important function in the IL-8 pathway and that IL-8 inhibition by *F. prausnitzii* SN is, at least partly, mediated via *Dact3* upregulation. *Dact3* could thus be an epigenetic regulator of inflammation and play a key role in intestinal homeostasis. To further decipher this, we evaluated the effect of *Dact3* silencing in HT-29 using siRNA. Silencing of *Dact3* in IECs prevented *F. prausnitzii* SN from blocking IL-8 production.

*Dact3* histone modulation could provide clues about the bacterial effectors responsible for this regulation. In this study, only butyrate was able to both upregulate *Dact3* expression and to block IL-8 production by TNF-α-stimulated HT-29 cells. Indeed, butyrate-induced reduction in IL-8 production was similar to that observed with the *F. prausnitzii* SN, but *Dact3* upregulation was higher in the presence of butyrate than of SN. This is probably because *Dact3* is also modulated by histone deacetylases^21^ which are known to be inhibited by butyrate.^11^ In this context, our results confirm those obtained by Fung et al.^33^, who found that *Dact3* appeared to be differentially modulated in HT-29 cells treated with butyrate. However, these authors did not further explore *Dact3* in their study.

Altogether, our results provide evidence that *F. prausnitzii* SN regulates *Dact3*/IL-8 production and suggest that butyrate produced by *F. prausnitzii* is the main actor in this regulation. Butyrate is well known to display immunoregulatory effects on IECs; however, these effects are dose and time-dependent in addition to be dependent of the IEC used *in vitro* (e.g., Caco-2 or HT-29 cells). Indeed, in an interesting study the authors found that butyrate decreases IL-8 secretion in IL-1β-stimulated Caco-2 cells, but increases IL-8 production in HT-29 cells, all of intestinal origin.^34^ In another study, it was shown that long-term incubations (~24 h) result in a proinflammatory profile of butyrate in HT-29 cells in an NF-κβ-SEAP reporter system stimulated by TNF-α^35^ while butyrate has been shown to inhibit TNF-α-induced nuclear translocation of NF-κβ (a pro-inflammatory transcription factor) after 30 minutes of TNF- α stimulation.^36^ Thus, as butyrate displays important pleiotropic effects in the intestinal cell life cycle and numerous beneficial effects for human health^11^, it is plausible that butyrate production is a means by which *F. prausnitzii* affects its host physiological functions and homeostasis to maintain health. However, further studies are necessary to confirm this hypothesis. In particular, genetic manipulation of *F. prausnitzii* to inactivate the gene encoding the butyril-CoA synthase involved in butyrate metabolism would be helpful to answer to this question. Indeed, O’Cuiv et al.^37^ have isolated *F. prausnitzii* transconjugants using metaparental mating and this strategy opens promising perspectives to manipulate *F. prausnitzii.*

Finally, *in vitro* observations were validated *in vivo* in two different models: first, in healthy mice that were orally administered *F. prausnitzii* SN one time (Figure S4) and second, in inflamed mice that were given live *F. prausnitzii* orally for 10 days (Figure 7). In both *in vivo* models, either *F. prausnitzii* or *F. prausnitzii* SN positively regulated *Dact3*, confirming the key effect of *F. prausnitzii* on this gene.

In conclusion, we propose in this study a new role for *Dact3* as a master regulator of intestinal homeostasis, particularly in inflamed cells. Although it is expressed in IECs at a low level, *Dact3* seems to be essential for intestinal homeostasis, as its downregulation or loss leads to a global increase in inflammation. We hypothesize that *Dact3* upregulation inhibits the AP-1 transcription factor, which in turn leads to a global downregulation of genes encoding for pro-inflammatory cytokines such as IL-2, IL-6, and IL-8.^38^ Additionally, the ability of *F. prausnitzii* SN to modulate other genes involved in cancer pathways (as revealed in the transcriptomic analysis) represents a novel potential beneficial effect of this commensal anti-inflammatory bacterium, which is currently being investigated by our laboratory.

Our study provides the first clues on one of the host molecular targets involved in the anti-inflammatory effects of *F. prausnitzii* in IECs. Moreover, these results point out *Dact3* as a potential master regulator of inflammation in IECs. As there is increasing interest in exploring new alternatives for IBD treatment, this research suggests at least three potential opportunities: i) use of *F. prausnitzii* itself, ii) use of drugs to modulate *Dact3* expression (such as histone deacetylases) and iii) heterologous delivery of *Dact3* (either as a cDNA or a protein) using food-grade live vectors.^39,40^ For these, further studies on *Dact3*-knockout mice will be necessary to understand the physiological functions of *Dact3*.

## Materiel and methods

### Bacterial strains

*Faecalibacterium prausnitzii* strain A2-165 (DSM N°17677, DSMZ collection, Braunschweig, Germany) was grown in LYBHI medium (BHI, Difco, Detroit, USA) supplemented with 0.5% yeast extract, 1 mg/ml cellobiose (Sigma-Aldrich Chemie GmbH, Buchs, Switzerland), 1 mg/ml maltose and 0.5 mg/ml cysteine (Sigma-Aldrich), at 37°C in an anaerobic chamber. *F. prausnitzii* supernatant (SN) was recovered by centrifugation and filtered through 0.45-μm-pore-size filters (VWR, Haasrode, Belgium) and stored at −80°C.

### Cell lines and co-incubations

The human colon carcinoma cell line HT-29 (ATCC HTB-38) was grown in Dulbecco’s Modified Eagle’s minimal essential medium with 4.5 g/L glucose (DMEM) (Sigma-Aldrich), supplemented with 10% (w/v) heat-inactivated fetal calf serum (FCS) (GibcoBRL, Eragny, France), 4 mM L-glutamine, and penicillin G/streptomycin (5000 IU/mL, 5000 µg/mL) (Sigma-Aldrich). Cultures were incubated in 25-cm^2^ tissue culture flasks (Nunc, Roskilde, Denmark) at 37ºC in a 10% (v/v) CO_2_ atmosphere until confluence.

For co-culture experiments, HT-29 cells were seeded in 24-well culture plates (Nunc) in DMEM supplemented with 10% heat-inactivated FCS-1% glutamine at 37°C in a 10% CO_2_-air atmosphere. Culture medium was changed every day. Experiments began on day 7 after seeding, when cells were at confluence (approx. 1.83 × 10^6^ cells/well). On day 6, 24 h before co-culture with *F. prausnitzii* SN, the culture medium was changed to one with 5% heat-inactivated FCS and 1% glutamine. The day of the co-culture, either SN or LYBHI medium was added at a concentration of 10% (v/v) in a total volume of 500 µl. Cells were stimulated simultaneously with recombinant human TNF-α (5 ng/ml; Peprotech, NJ, USA) for 6 h at 37°C in 10% CO_2_. All samples were analyzed in triplicate.

### ELISA

Supernatants of mock non-stimulated and TNF-α-stimulated HT-29 cells used for transcriptomic analysis were first validated for IL-8 modulation by ELISA. Supernatants for ELISA and cells for RNA extractions and transcriptomic analysis were collected at the same time and from the same culture plates. IL-8 concentrations were determined by ELISA (Biolegend, San Diego, CA), according to the manufacturer’s instructions. Results were reported as the mean values of duplicate ELISA wells.

### RNA isolation

After co-incubation with either LYBHI or *F. prausnitzii* SN, HT-29 cells were collected and RNA-purified for DNA transcriptomic hybridization. Total RNA was extracted from cells using the RNeasy Mini Kit (Qiagen, USA) and purified by on-column digestion of DNA with DNase I as recommended by the manufacturer to eliminate residual genomic DNA. RNA concentration was determined by Nanodrop quantification (Thermo Fisher Scientific Inc., France). RNA quality was checked on an Agilent 2100 Expert Bioanalyzer (Agilent Technologies, France). Only RNAs with a RIN > 8 were used for transcriptomic and qRT-PCR experiments.

### Microarray hybridization

A reference design with complete dye-swap including two biological replicates was used to compare HT-29 cells among different treatments, for a total of 6 Agilent 4x44K Whole Human Genome Microarrays (Agilent Technologies, France). Scheme design is available in Figure S2. For labeling, 100 ng of total RNA was reverse-transcribed and stained with Cy3 or Cy5 using the two-color Low Input Quick Amp Gene Expression Labeling Kit (Agilent Technologies, France) according to the manufacturer’s instructions. The CyDye-labeled cRNAs were then purified using the RNeasy Mini Kit (Qiagen, France). cRNA quantity was determined by Nanodrop and quality was checked on the Agilent 2100 Expert Bioanalyzer. Yield and specific activity were determined per manufacturer’s instructions. We mixed 825 ng of Cy3-labeled cRNA from one treatment with the same amount of Cy5-labeled cRNA from another treatment. cRNAs were hybridized to the Agilent 4x44K Whole Human Genome Microarray (Agilent Technologies, France) at 65°C for 17 h in a rotating incubator. After hybridization, slides were washed and then scanned using an Agilent G2565CA scanner (Agilent Technologies, France). Raw data were extracted using Feature Extraction software version 10.5.1.1 (Agilent Technologies, France).

### Microarray analysis

R 3.0.2 software and the LIMMA package^17^ were used to analyze microarray data (within-array normalization by loess method followed by between-array normalization by quantile method) and to generate lists of differentially expressed genes. Microarray data were deposited in the NCBI-GEO database (accession number GSE72048). To create gene lists, we filtered by expression levels (|(FC)| > 1.5 as a cutoff) as well as by adjusted *p-*values, using a 0.05 threshold with the Benjamini and Hochberg false discovery rate^18^ as multiple testing correction. Selected gene lists (log ratio and *p-*value data) were loaded into Ingenuity Pathway Analysis (IPA) and Multiarray Experiment Viewer^41^ to analyze pathways and generate data displays.

### Quantitative real-time RT-PCR (qRT-PCR)

Three μg of DNase I-treated total RNAs were reverse-transcribed using Oligo(dT) primers and 1 µl of SuperScript II reverse transcriptase (Invitrogen, France). The resulting cDNAs were quantified by Nanodrop (Thermo Fisher Scientific Inc., France) and diluted to a working concentration of 100 ng/μl. Reactions were performed in a final volume of 25 μl with 500 ng cDNA, 10 pM primers, and SYBR Green PCR Master Mix (Applied Biosystems, USA), using a Mastercycler Realplex (Eppendorf, France). Primers are listed in Table S4. The genes B2M (for human analysis), HMBS or actin (for mice analysis) were used as internal references^42^ and the 2^−ΔΔCT^ method^43^ was used to calculate the FC in gene expression.

### Dact3 siRNA in HT-29 cells

HT-29 cells were cultured as described above. siGENOME® Human Dact3 siRNA-SMARTpool®, Dact3 siRNA D-015690-01, D-015690-02, D-015690-03, D-015690-17, and control siRNA (Non-Targeting siRNA D001136-01-05 and Cyclophilin B D-001210-02-05) siRNAs were transfected into HT-29 cells using Dharmafect 1 Transfection Reagent (Dharmacon, USA) following manufacturer’s instructions with some modifications. A total of 1 × 10^5^ cells were plated in 12-well plates and transfected using 30 nmol siRNA and 2 µL of Dharmafect 1 Transfection Reagent per well in DMEM containing 5% FCS and 1% L-Glutamine. After 24 h, the medium was changed. After another 24 h, control medium, *F. prausnitzii* SN, or LYBHI medium was added at a concentration of 10% (v/v) in a total volume of 1 ml. Cells were simultaneously stimulated with recombinant human TNF-α (5 ng/ml; Peprotech, NJ, USA) at 37°C in 10% CO_2_. After 6 h of co-culture, supernatants were tested for IL-8 production by ELISA and RNA was isolated from cells for *Dact3* expression analysis, as described above. All samples were generated and analyzed in triplicate.

### Dact3 overexpression in HT-29 cells

HT-29 cells were cultured as above. The S-adenosylhomocystein hydrolase inhibitor 3-Deazaneplanocin A (DZNep) and Trichostatin A (Sigma-Aldrich Chemie GmbH, Buchs, Switzerland) were used as described in^21^ with some modifications. Cells were plated at 0.5 × 10^5^ cells/well; 24 h later, 12.5 M DZNep was added, and 48 hours after that, 0.5 µM TSA was added for the final 24 h of culture. After treatment, cells were stimulated with TNF-α (5 ng/ml; Peprotech, NJ, USA) and *F. prausnitzii* SN or LYBHI (added at 10% v/v). After 6 h of co-incubation, supernatants were tested by ELISA for IL-8 production and RNA was isolated from cells for *Dact3* expression analysis. All samples were performed in triplicate.

### Dact3-microbiota modulation in vivo

Microarray data comparing germ-free and conventionalized mice were described and published previously.^24^ GEO accession number: GSE63299 Conventionalization of germ-free C3H/HeN mice was performed with fresh stools from C3H/HeN donor mice.

### Dact3-F. prausnitzii SN modulation in vivo

C57BL/6 mice (males, 6–8 weeks of age; Janvier, Le Genest Saint Isle, France) were maintained at the animal care facilities of the National Institute of Agricultural Research (IERP, INRA, Jouy-en-Josas, France) under specific pathogen-free conditions. Mice were housed under standard conditions for a minimum of 1 week before experimentation. All experiments were performed in accordance with European Community rules and approved by the animal care committee COMETHEA (Comité d’Ethique en Expérimentation Animale du Center INRA de Jouy-en-Josas et AgroParisTech, Jouy-en-Josas, France). All assays were carried out under agreement N°3445-2016010615159974.

The protocol for *Dact3* modulation and quantification *in vivo* is illustrated in Figure S4(a). Three groups of mice (*n = *8) were intragastrically administered 200 µl of *F. prausnitzii* SN and sacrificed 3 h (T3), 6 h (T6) or 9 h (T9) after gavage. Control (T0) mice were not treated. Colitis was induced as described in^4^, by intrarectal injection of 200 mg/kg of DNBS solution (Sigma-Aldrich) in 30% ethanol. Fourteen days following the first injection, a 200-µl solution of either 1 × 10^9^ CFU of *F. prausnitzii* or PBS was administered intragastrically for 10 days. Colitis was reactivated 21 days after the first DNBS injection with a second injection of 200mg/kg of DNBS solution. Mice were sacrificed 3 days after the second DNBS injection (Figure S4(a)) by cervical dislocation and different parameters of inflammation were recorded as previously described.^8^

Colon samples (1 cm from distal colon) were frozen in 500 µl of RNAlater solution (Ambion, France) in liquid nitrogen and stored at −80°C until use. Total RNA was extracted from individual samples with the RNeasy mini kit (Qiagen) according to the manufacturer’s instructions, using homogenization with Tissue Lyser (Qiagen) and purification by on-column digestion of DNA with DNase I. Total RNA was determined by Nanodrop quantification. *Dact3* expression was analyzed by qRT-PCR.

### Statistical analysis

Statistical analysis, with the exception of transcriptomic analysis, was completed using GraphPad (GraphPad Software, La Jolla, CA, USA). A *p-*value of less than 0.05 was considered significant. Significant differences in the relative expression values of the target genes were tested with REST software using pairwise-fixed reallocation randomization.^44^

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: Butyrate mediates anti-inflammatory effects of Faecalibacterium prausnitzii in intestinal epithelial cells through Dact3
**Source:** Gut Microbes. 2020 Oct 15;12(1):1826748. doi: 10.1080/19490976.2020.1826748
**Supplement:** Supplemental Material

**Supplementary figure legends**

**Fig. S1** Immuno-modulatory abilities of *F. prausnitzii* SN *in vitro.* ***(A)*** IL-8 production by TNF-α-stimulated HT-29 cells co-incubated with either PBS, LYBHI bacterial culture medium, or different concentrations of *F. prausnitzii* SN (5% to 30%). Results are expressed as IL-8/protein (pg/mg). All experiments were performed in triplicate. Media of all the % of LYBHI tested (5%, 10%, 15%, 20%, 30%). ***(B)*** Stability of IL-8 in PBS, SN or LYBHI after a 6 hours incubation. ***(C)*** Stability of TNF-a in PBS, SN or LYBHI after a 6 hours incubation. Non-parametric Kruskal-Wallis test **p<* 0.05.

**Fig. S2** Hybridization scheme for the transcriptomic analysis of TNF-α-stimulated HT-29 cells exposed to *F. prausnitzii* SN.

**Fig. S3** Western blot detection of *Dact3* in TNF-α-stimulated HT-29 cells transfected with *Dact3* siRNA and treated with *F. prausnitzii* SN. HT-29 cells were cultured as described in the manuscript (Material and Methods section). siGENOME® Human *Dact3* siRNA-SMARTpool®, Dact3 siRNA D-015690-01, D-015690-02, D-015690-03, D-015690-17, was transfected into HT-29 cells using Lipofectamine™ 3000 Transfection Reagent (Invitrogen) following manufacturer's instructions with some modifications: a total of 1X10^5^ cells were plated in 12-well plates and transfected using 30 nmol siRNA and 2 µL of Lipofectamine™ 3000 per well in DMEM containing 5% FCS and 1% L-Glutamine. After 24 h the medium was changed and 24 h later we added either the control medium, *F. prausnitzii* SN, or LYBHI medium at a concentration of 10% (v/v) in a total volume of 1 ml. Cells were simultaneously stimulated with recombinant human TNF-α (5 ng/ml; Peprotech, NJ, USA) at 37°C in 10% CO_2_. After 6 h of co-culture, HT-29 cells were washed twice with PBS and re-suspended in 250 μl of Passive Lysis Buffer 1X (PLB-Promega) plus protease inhibitors (Roche) and homogenized at 400 rpm during 15 min. Equal amounts of proteins were diluted 1:4 in Laemmli sample buffer containing 355 mM β-mercaptoethanol and denaturized 5 min at 95°C and centrifuged at 6000 *×* g, 15 seconds. Equal amounts of proteins were loaded and separated on a Mini-PROTEAN TGX stain free 4-20% SDS gel at 100V and further transferred to a PVDF membrane (biorad) using a Trans-Blot Turbo transfer system (Biorad). Membrane was probed with primary antibody anti-human Dapper3 (Santa Cruz Biotechnology, USA) at 1:200 dilution and secondary anti-mouse IgG HRP-conjugated antibody (Abliance) and 1:1000 dilution. Bound secondary antibody was visualized by the SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific Inc., France) and Chemidoc imaging system (Biorad).

**Fig. S4** Modulation of *Dact3* expression *in vivo* by *F. prausnitzii* SN. ***(A)*** Experimental protocol used for *in vivo* analysis in healthy mice. Animals were intragastrically administered *F. prausnitzii* SN and sacrificed at different time points (3 h, 6 h, or 9 h). ***(B)*** FC of *Dact3* expression in colonic samples relative to the HMBS housekeeping gene.

# Supplementary material for: Butyrate mediates anti-inflammatory effects of Faecalibacterium prausnitzii in intestinal epithelial cells through Dact3
**Source:** Gut Microbes. 2020 Oct 15;12(1):1826748. doi: 10.1080/19490976.2020.1826748
**Supplement:** Supplemental Material

## Slide 1
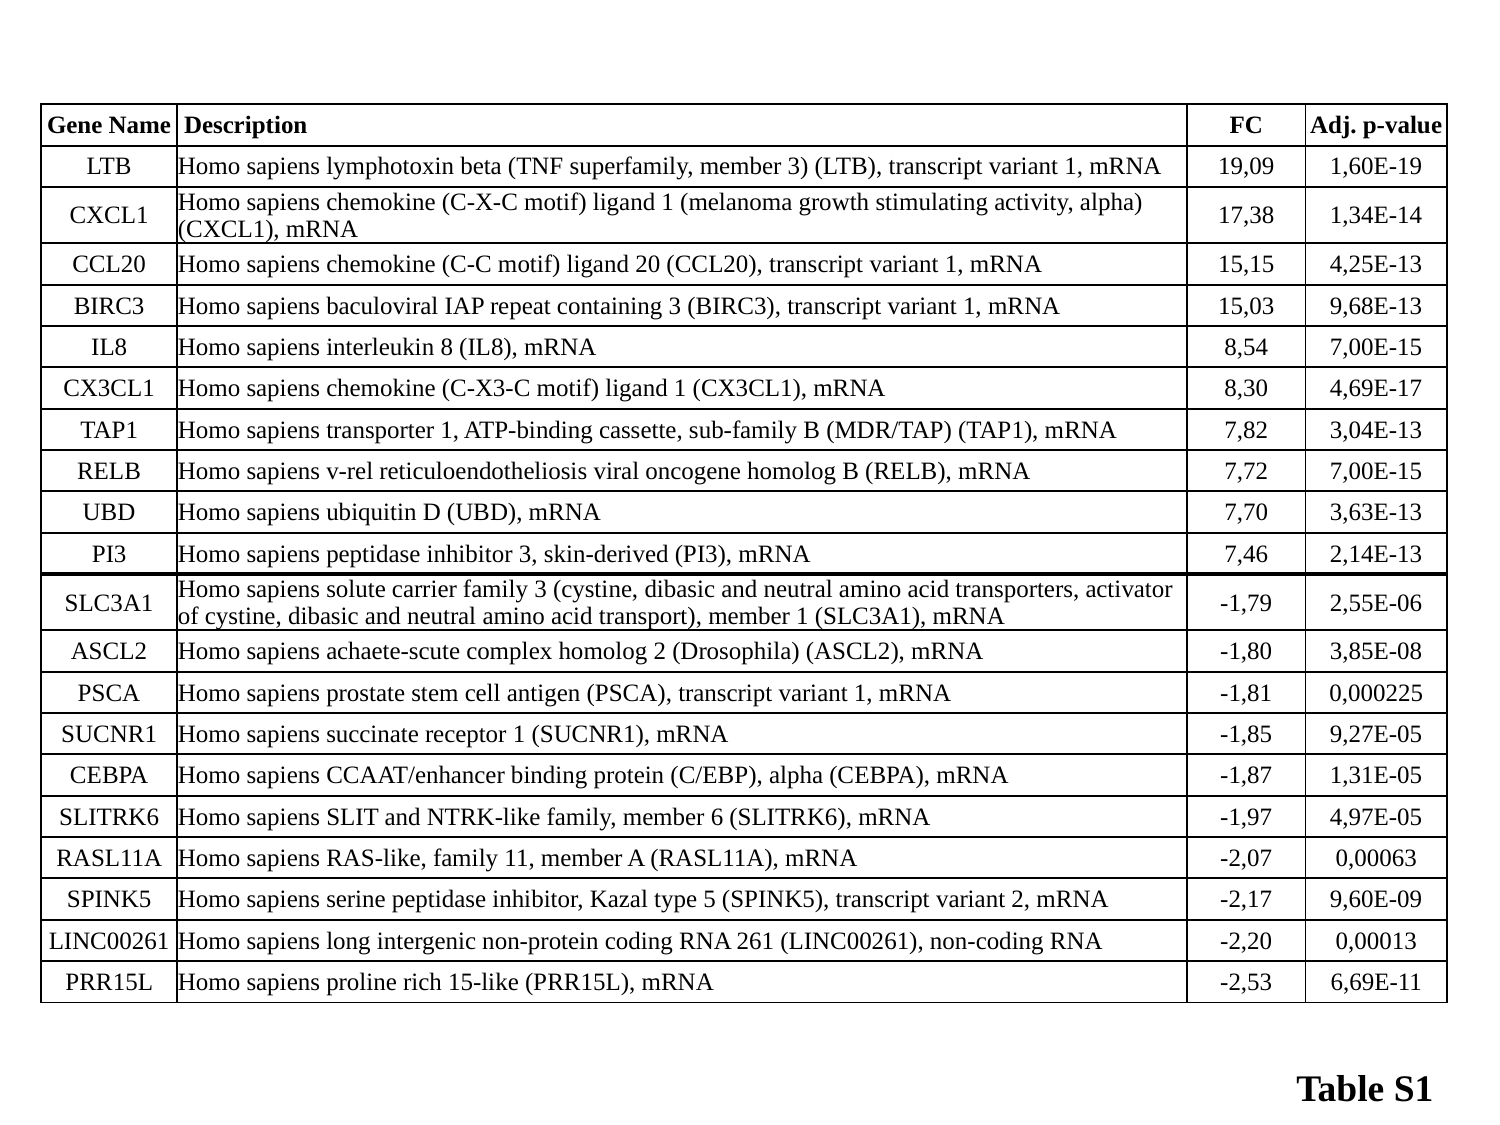

| Gene Name | Description | FC | Adj. p-value |
| --- | --- | --- | --- |
| LTB | Homo sapiens lymphotoxin beta (TNF superfamily, member 3) (LTB), transcript variant 1, mRNA | 19,09 | 1,60E-19 |
| CXCL1 | Homo sapiens chemokine (C-X-C motif) ligand 1 (melanoma growth stimulating activity, alpha) (CXCL1), mRNA | 17,38 | 1,34E-14 |
| CCL20 | Homo sapiens chemokine (C-C motif) ligand 20 (CCL20), transcript variant 1, mRNA | 15,15 | 4,25E-13 |
| BIRC3 | Homo sapiens baculoviral IAP repeat containing 3 (BIRC3), transcript variant 1, mRNA | 15,03 | 9,68E-13 |
| IL8 | Homo sapiens interleukin 8 (IL8), mRNA | 8,54 | 7,00E-15 |
| CX3CL1 | Homo sapiens chemokine (C-X3-C motif) ligand 1 (CX3CL1), mRNA | 8,30 | 4,69E-17 |
| TAP1 | Homo sapiens transporter 1, ATP-binding cassette, sub-family B (MDR/TAP) (TAP1), mRNA | 7,82 | 3,04E-13 |
| RELB | Homo sapiens v-rel reticuloendotheliosis viral oncogene homolog B (RELB), mRNA | 7,72 | 7,00E-15 |
| UBD | Homo sapiens ubiquitin D (UBD), mRNA | 7,70 | 3,63E-13 |
| PI3 | Homo sapiens peptidase inhibitor 3, skin-derived (PI3), mRNA | 7,46 | 2,14E-13 |
| SLC3A1 | Homo sapiens solute carrier family 3 (cystine, dibasic and neutral amino acid transporters, activator of cystine, dibasic and neutral amino acid transport), member 1 (SLC3A1), mRNA | -1,79 | 2,55E-06 |
| ASCL2 | Homo sapiens achaete-scute complex homolog 2 (Drosophila) (ASCL2), mRNA | -1,80 | 3,85E-08 |
| PSCA | Homo sapiens prostate stem cell antigen (PSCA), transcript variant 1, mRNA | -1,81 | 0,000225 |
| SUCNR1 | Homo sapiens succinate receptor 1 (SUCNR1), mRNA | -1,85 | 9,27E-05 |
| CEBPA | Homo sapiens CCAAT/enhancer binding protein (C/EBP), alpha (CEBPA), mRNA | -1,87 | 1,31E-05 |
| SLITRK6 | Homo sapiens SLIT and NTRK-like family, member 6 (SLITRK6), mRNA | -1,97 | 4,97E-05 |
| RASL11A | Homo sapiens RAS-like, family 11, member A (RASL11A), mRNA | -2,07 | 0,00063 |
| SPINK5 | Homo sapiens serine peptidase inhibitor, Kazal type 5 (SPINK5), transcript variant 2, mRNA | -2,17 | 9,60E-09 |
| LINC00261 | Homo sapiens long intergenic non-protein coding RNA 261 (LINC00261), non-coding RNA | -2,20 | 0,00013 |
| PRR15L | Homo sapiens proline rich 15-like (PRR15L), mRNA | -2,53 | 6,69E-11 |
Table S1

## Slide 2
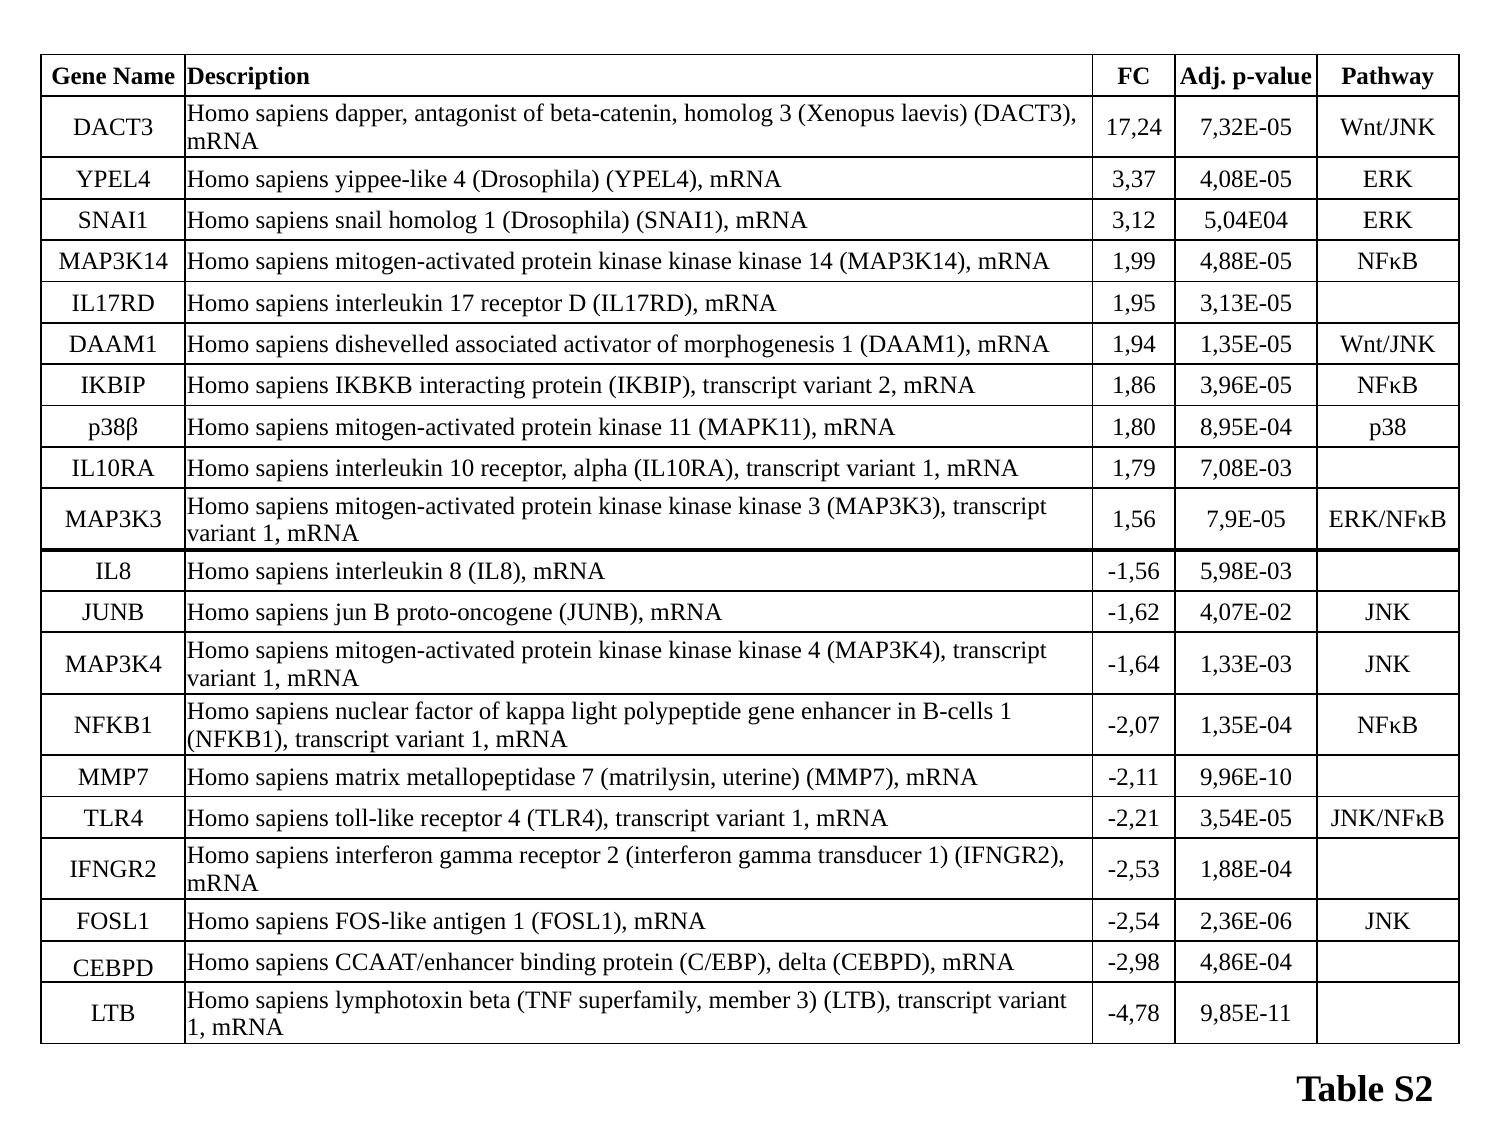

| Gene Name | Description | FC | Adj. p-value | Pathway |
| --- | --- | --- | --- | --- |
| DACT3 | Homo sapiens dapper, antagonist of beta-catenin, homolog 3 (Xenopus laevis) (DACT3), mRNA | 17,24 | 7,32E-05 | Wnt/JNK |
| YPEL4 | Homo sapiens yippee-like 4 (Drosophila) (YPEL4), mRNA | 3,37 | 4,08E-05 | ERK |
| SNAI1 | Homo sapiens snail homolog 1 (Drosophila) (SNAI1), mRNA | 3,12 | 5,04E04 | ERK |
| MAP3K14 | Homo sapiens mitogen-activated protein kinase kinase kinase 14 (MAP3K14), mRNA | 1,99 | 4,88E-05 | NFκB |
| IL17RD | Homo sapiens interleukin 17 receptor D (IL17RD), mRNA | 1,95 | 3,13E-05 | |
| DAAM1 | Homo sapiens dishevelled associated activator of morphogenesis 1 (DAAM1), mRNA | 1,94 | 1,35E-05 | Wnt/JNK |
| IKBIP | Homo sapiens IKBKB interacting protein (IKBIP), transcript variant 2, mRNA | 1,86 | 3,96E-05 | NFκB |
| p38β | Homo sapiens mitogen-activated protein kinase 11 (MAPK11), mRNA | 1,80 | 8,95E-04 | p38 |
| IL10RA | Homo sapiens interleukin 10 receptor, alpha (IL10RA), transcript variant 1, mRNA | 1,79 | 7,08E-03 | |
| MAP3K3 | Homo sapiens mitogen-activated protein kinase kinase kinase 3 (MAP3K3), transcript variant 1, mRNA | 1,56 | 7,9E-05 | ERK/NFκB |
| IL8 | Homo sapiens interleukin 8 (IL8), mRNA | -1,56 | 5,98E-03 | |
| JUNB | Homo sapiens jun B proto-oncogene (JUNB), mRNA | -1,62 | 4,07E-02 | JNK |
| MAP3K4 | Homo sapiens mitogen-activated protein kinase kinase kinase 4 (MAP3K4), transcript variant 1, mRNA | -1,64 | 1,33E-03 | JNK |
| NFKB1 | Homo sapiens nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (NFKB1), transcript variant 1, mRNA | -2,07 | 1,35E-04 | NFκB |
| MMP7 | Homo sapiens matrix metallopeptidase 7 (matrilysin, uterine) (MMP7), mRNA | -2,11 | 9,96E-10 | |
| TLR4 | Homo sapiens toll-like receptor 4 (TLR4), transcript variant 1, mRNA | -2,21 | 3,54E-05 | JNK/NFκB |
| IFNGR2 | Homo sapiens interferon gamma receptor 2 (interferon gamma transducer 1) (IFNGR2), mRNA | -2,53 | 1,88E-04 | |
| FOSL1 | Homo sapiens FOS-like antigen 1 (FOSL1), mRNA | -2,54 | 2,36E-06 | JNK |
| CEBPD | Homo sapiens CCAAT/enhancer binding protein (C/EBP), delta (CEBPD), mRNA | -2,98 | 4,86E-04 | |
| LTB | Homo sapiens lymphotoxin beta (TNF superfamily, member 3) (LTB), transcript variant 1, mRNA | -4,78 | 9,85E-11 | |
Table S2

## Slide 3
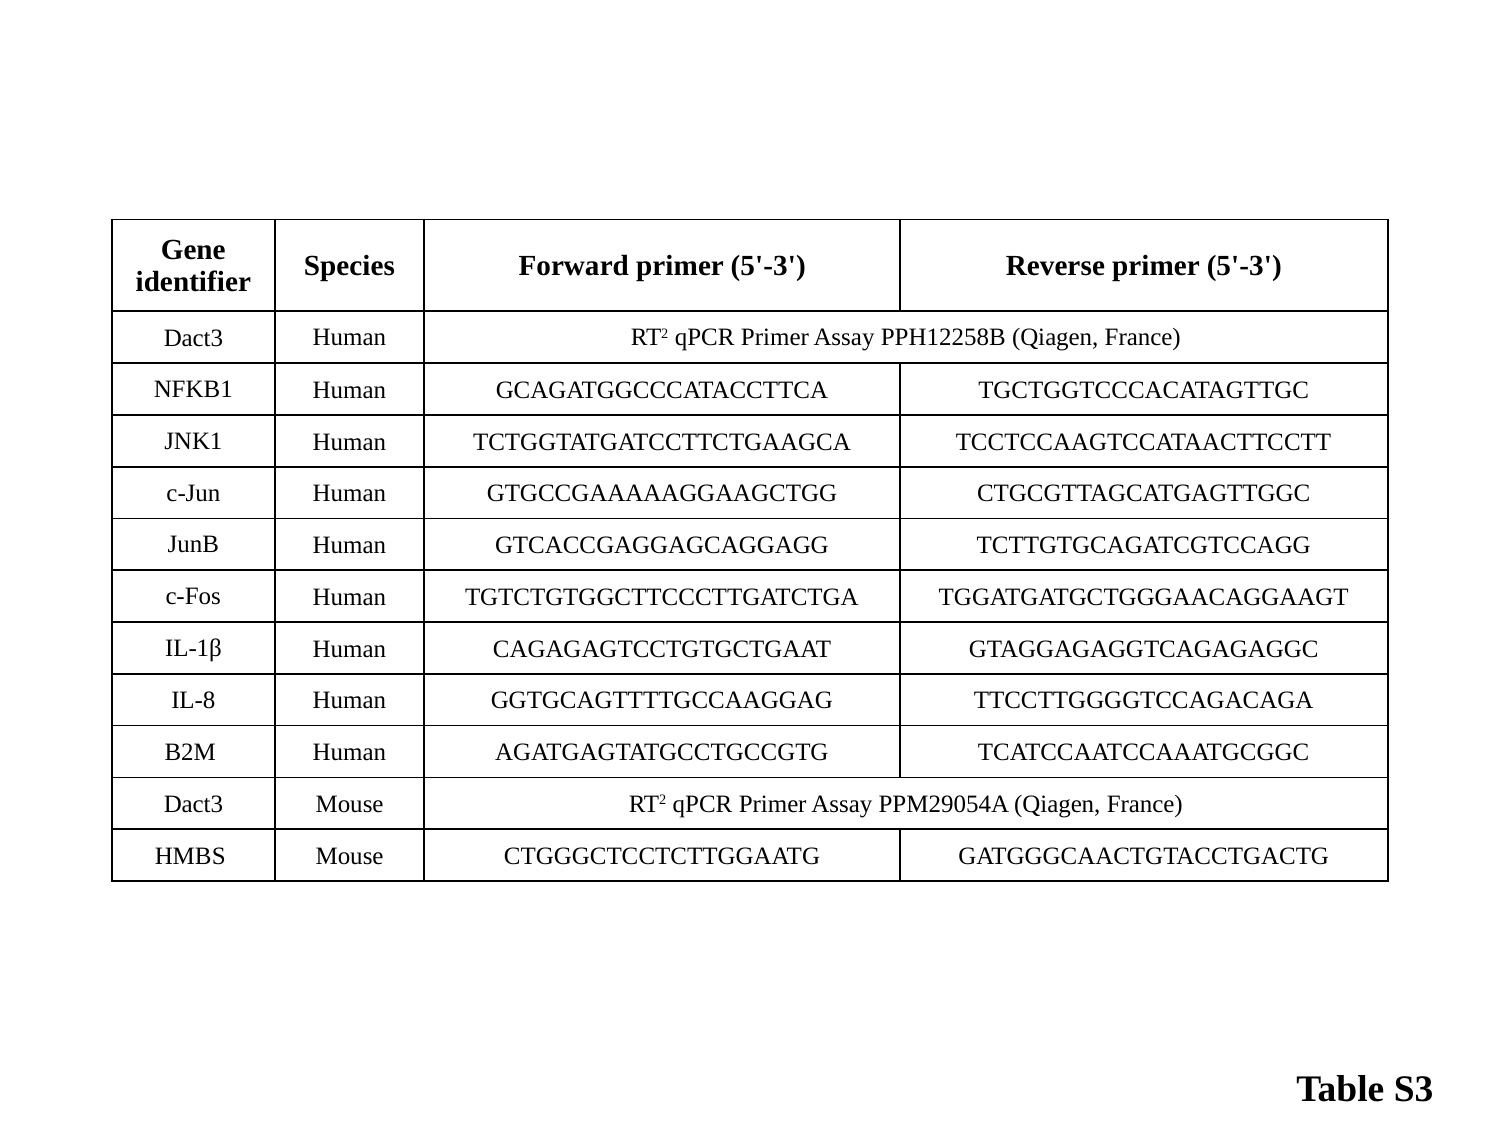

| Gene identifier | Species | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- | --- |
| Dact3 | Human | RT2 qPCR Primer Assay PPH12258B (Qiagen, France) | |
| NFKB1 | Human | GCAGATGGCCCATACCTTCA | TGCTGGTCCCACATAGTTGC |
| JNK1 | Human | TCTGGTATGATCCTTCTGAAGCA | TCCTCCAAGTCCATAACTTCCTT |
| c-Jun | Human | GTGCCGAAAAAGGAAGCTGG | CTGCGTTAGCATGAGTTGGC |
| JunB | Human | GTCACCGAGGAGCAGGAGG | TCTTGTGCAGATCGTCCAGG |
| c-Fos | Human | TGTCTGTGGCTTCCCTTGATCTGA | TGGATGATGCTGGGAACAGGAAGT |
| IL-1β | Human | CAGAGAGTCCTGTGCTGAAT | GTAGGAGAGGTCAGAGAGGC |
| IL-8 | Human | GGTGCAGTTTTGCCAAGGAG | TTCCTTGGGGTCCAGACAGA |
| B2M | Human | AGATGAGTATGCCTGCCGTG | TCATCCAATCCAAATGCGGC |
| Dact3 | Mouse | RT2 qPCR Primer Assay PPM29054A (Qiagen, France) | |
| HMBS | Mouse | CTGGGCTCCTCTTGGAATG | GATGGGCAACTGTACCTGACTG |
Table S3

## Slide 4
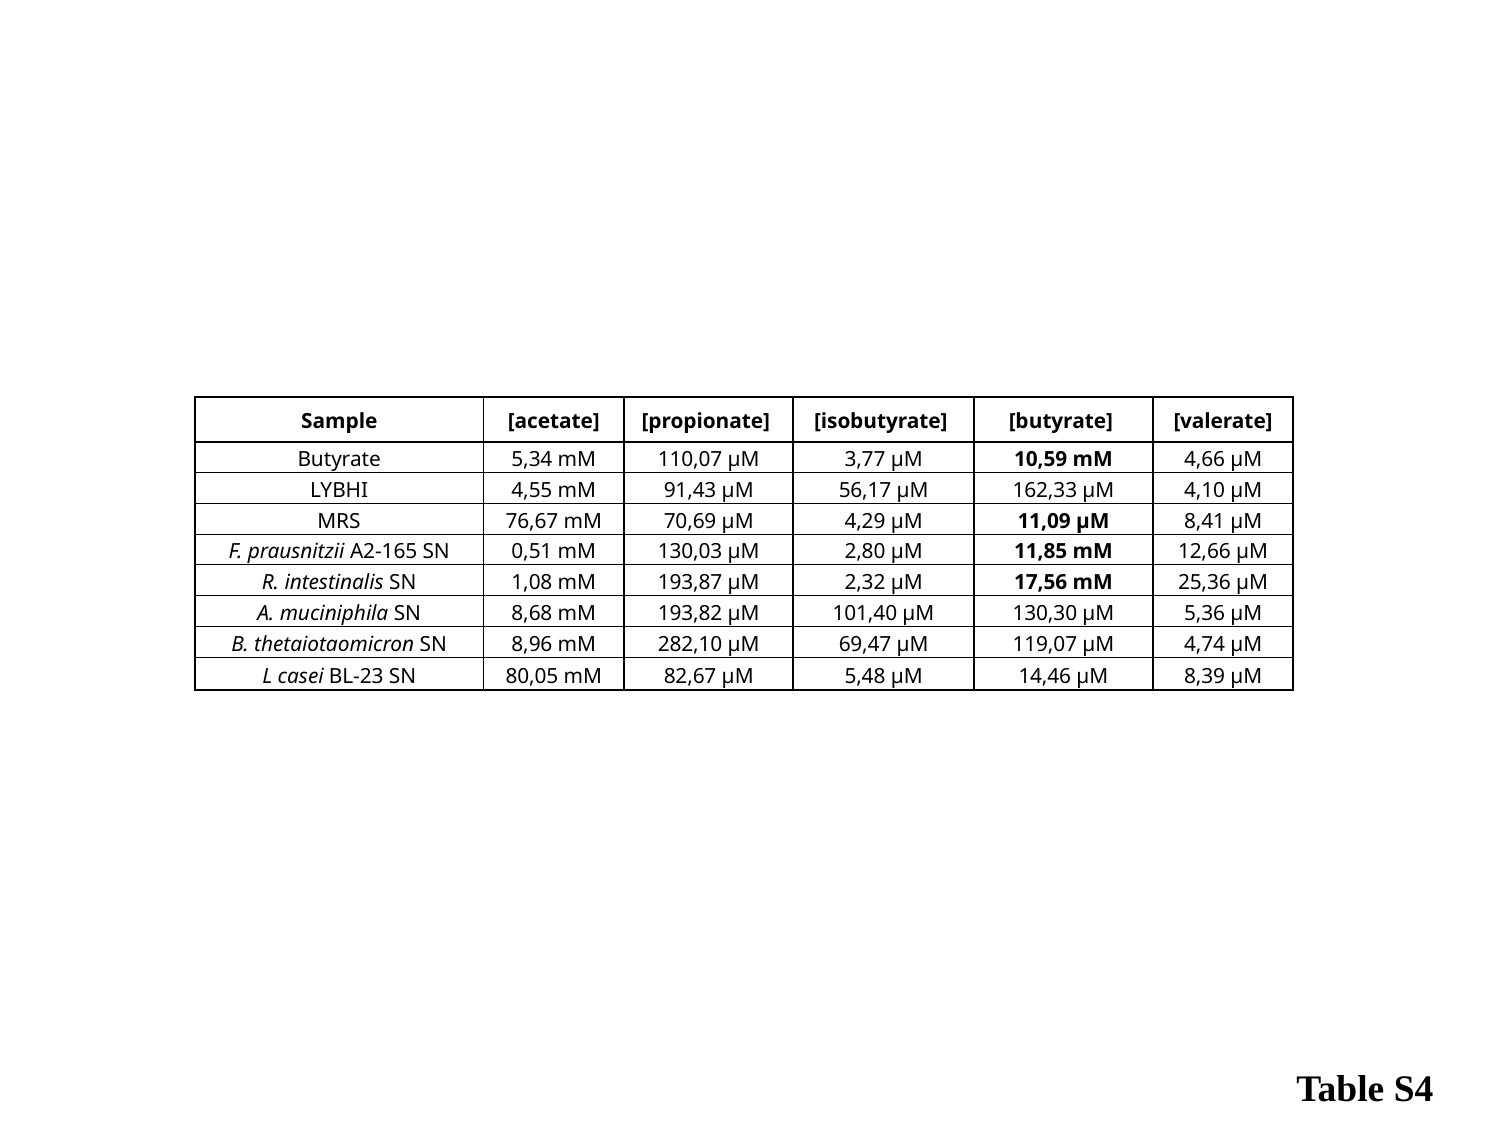

| Sample | [acetate] | [propionate] | [isobutyrate] | [butyrate] | [valerate] |
| --- | --- | --- | --- | --- | --- |
| Butyrate | 5,34 mM | 110,07 µM | 3,77 µM | 10,59 mM | 4,66 µM |
| LYBHI | 4,55 mM | 91,43 µM | 56,17 µM | 162,33 µM | 4,10 µM |
| MRS | 76,67 mM | 70,69 µM | 4,29 µM | 11,09 µM | 8,41 µM |
| F. prausnitzii A2-165 SN | 0,51 mM | 130,03 µM | 2,80 µM | 11,85 mM | 12,66 µM |
| R. intestinalis SN | 1,08 mM | 193,87 µM | 2,32 µM | 17,56 mM | 25,36 µM |
| A. muciniphila SN | 8,68 mM | 193,82 µM | 101,40 µM | 130,30 µM | 5,36 µM |
| B. thetaiotaomicron SN | 8,96 mM | 282,10 µM | 69,47 µM | 119,07 µM | 4,74 µM |
| L casei BL-23 SN | 80,05 mM | 82,67 µM | 5,48 µM | 14,46 µM | 8,39 µM |
Table S4

How the deposited data were processed for this re-analysis (not part of the article)

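The data are 24 two-colour Agilent arrays of HT-29 cells, with 6 treatments (TNF-α, SN, LYBHI, LYBHI+TNF-α, SN+TNF-α and T0) hybridized against control cells at 6 h (T6), 2 biological replicates per treatment and 2 arrays per replicate with the dyes exchanged. Conditions, doses and replicates were taken from the sample labels and the paper. The arrays lie on 6 slides of 4 arrays and were scanned in 2 sessions. Replicate 1 of TNF-α, SN, LYBHI and LYBHI+TNF-α was scanned in session 1 and replicate 2 in session 2, while both replicates of SN+TNF-α and of T0 were scanned in session 1.

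The authors scanned the arrays and deposited the intensity of each spot in both dyes as given by Feature Extraction (version 10.7.3.1 in the files), with the local background and quality marks, before normalization. Their text states loess normalization within arrays, quantile normalization between arrays and limma, with thresholds on the adjusted p and on FC. The authors also deposited tables of their comparisons, which hold a log2 fold change and an adjusted p-value per spot. These tables have 30 columns of values listed for this work, each belonging to a comparison and not to a sample. They were used only for the values named as coming from the authors' deposited table and for the number of probes called in both.

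From the deposited intensities, the mean signal and median local background of each spot were corrected with normexp (offset 50). Control spots (1639 of 45015) and spots marked as non-uniform, between 0 and 11 per array with a median of 4, were left out after this step, and saturated spots would have been kept but none occurred. The arrays were normalized by loess and then by the quantile method over all channels, spots of a probe were averaged, ratios were turned to treatment over T6, and each dye-swap pair was averaged into 1 value. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Limma 3.58.1 in R 4.3.3, with data.table 1.17.8, was fitted to the 12 values over 41000 probes with all treatments sharing the estimate of the spread (6 residual degrees of freedom, 2.71 prior degrees of freedom, prior SD 0.0741). P-values were adjusted by the Benjamini-Hochberg method. A gene was counted as regulated when a probe of it had an adjusted p under 0.05 and an FC over 1.5. Comparisons with T6 test the ratio against 0. T6 was treated as one reference. If its RNA differed between arrays, comparisons of treatments on different arrays also hold that difference. Coordinates are those of the hg19 build named in the files.

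The depth of an array is its signal over background. The median spot signal per array lay between 71.8 and 96.2 in Cy3 (median 84.7) and between 87.2 and 141 in Cy5 (median 114), against a median local background between 27 and 40.5 in Cy3 and between 28 and 31 in Cy5. The log2 ratios of the arrays of a dye-swap pair correlated across probes with r between 0.212 and 0.727. With 2 replicates per treatment the number of arrays limits the precision, and no exact test between treatments could pass.

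The sample grouping, the tests, the alternatives, the gene lists and the rule for named genes were chosen before the data were examined. The named genes are every gene the paper names in its text and in Tables S1, S2 and S3, DACT1 and DACT2, and in each comparison the 5 called genes with the largest increase and the 5 with the largest decrease that moved the same way in both replicates. A gene's value is that of the probe with the highest mean brightness over all arrays, and other probes are given where they differ in sign or call. The lists of NF-κB targets (59 genes), IFN-γ response genes (62, of which 61 are on the array), G1/S genes (48) and genes raised by deacetylase inhibitors (23) were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, and the MAPK (129) and Wnt (96, of which 95 are on the array) lists with Fisher's exact test against genes well above background. A further list of targets of the aryl hydrocarbon receptor was written after some of its genes had been seen.

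Comparisons that share the TNF-α arrays were set beside 50 simulated draws with no effect, in which each of the 6 replicate differences was used once with a random sign. A version that drew these differences with replacement was run first, and the planned version was put back after its result was seen. The percentage of TNF-α genes that lie opposite to the TNF-α effect was simulated only after the observed values were seen, and with replacement it reached 74.3% for SN+TNF-α and 74.2% for LYBHI+TNF-α. With replacement, at most 7 genes were reversed and at most 5 shared, and the correlation across probes had a median of 0.622 (range -0.565 to 1). The procedure was tested on simulated data for SN+TNF-α against LYBHI+TNF-α with 200 of 41000 probes changed. It called 161 probes, of which 155 were changed probes with the right direction, 6 were unchanged and 0 had the wrong direction, and it called 100% of the probes changed by a fold of 4 or 8 and 78% of those changed by a fold of 2.

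The alternatives were other background corrections and normalizations, a filter on dim probes, keeping non-uniform spots, the arrays as separate samples, the slide, scan session and replicate number as terms, only the treatments compared, an intensity trend, other thresholds, and leaving out each replicate in turn. The experiments with siRNA, inhibitors, other bacteria and mice, the RT-qPCR data and the IPA gene sets were not analysed here. Some single-gene results are not reported here.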

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

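The tests of signal over background for CCL20 and LTB, of the scan session for LTB, of the slides and of the array label for T0, and of chance, medium RNA and base composition for the probes without a genome position were chosen only after the result was seen.

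The effect of SN compared to LYBHI differed between stimulated and non-stimulated cells for CCL20 and LTB, by the test of the difference itself (limma). At an unadjusted p under 0.05, 85 genes passed the FC. The difference for LTB was -1.91 on the log2 scale (SE 0.117, adjusted p = 0.00335), and by replicate number it was -1.84 and -1.98. A low signal argues against itself as the reason, since LTB was well above background on 8 of 8 arrays of SN and LYBHI without TNF-α. With the scan session as a covariate the difference was -1.95 (adjusted p = 0.00103), which argues against the scan session as the whole cause. The call held with each replicate left out (-2.02 to -1.79, adjusted p between 0.00359 and 0.0486). It was lost with the signals processed by Feature Extraction (-1.83, adjusted p = 0.0593), with loess alone (-1.92, adjusted p = 0.159), with median centring (-1.86, adjusted p = 0.325) and with only the treatments compared (adjusted p = 0.0942), and over all settings the adjusted p lay between 2.35e-08 and 0.325. Without TNF-α, the log2 FC of LTB in SN compared to LYBHI was -0.35 (SE 0.083, adjusted p = 0.0507 by limma), which did not pass. By replicate number it was -0.50 and -0.19, so a need for TNF-α is not shown. A response of LTB to SN that is stronger with TNF-α may be a biological explanation and stays open as a hypothesis.

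For CCL20 the difference was 1.31 (SE 0.121, adjusted p = 0.047), with replicates at 1.32 and 1.30. Without TNF-α, CCL20 was well above background on 0 of 8 arrays of SN and LYBHI, so a change there could not be measured, and this technical explanation may account for the difference. The call was lost with each replicate left out (adjusted p between 0.0675 and 0.37), without background correction (0.151), with the signals processed by Feature Extraction (0.858), with loess alone (0.926), with median centring (1), with the arrays as separate samples (0.164), with the replicate as a random block (0.0791) and with only the treatments compared (0.306). Over all settings the adjusted p lay between 0.0035 and 1. A biological difference stays open.

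The T0 arrays, on which the paper's results do not report, gave 573 genes compared to T6, of which 299 were higher and 273 lower, while probes of DIDO1 moved both ways (named after its values were seen). C10orf10 (log2 FC 2.29) and EGR1 (2.28) were highest over T6, and HSPH1 (-1.97) and HSPA1A (-1.93) lowest. With the slide as a random block 572 of the genes were called again, but T0 lies on slides 5 and 6 alone, so this block does not take out a difference of those slides. SN+TNF-α lies on the same slides, and a difference that all their arrays share would pass into the difference of the SN effects with and without TNF-α with a slope near 1 on the T0 ratio. Over the 630 probes called for T0 the slopes were 0.039 and 0.342 in the replicates, which argues against such a difference as the whole cause, while a part in replicate 2 stays open. One T0 array is labelled as having a 0 h control in its T6 channel. If that channel held T0 RNA its ratios would lie near 0, but the lowest slope of a T0 array on the mean of the other T0 arrays was 0.903. Without T0 replicate 2 the count was 330 and without replicate 1 it was 519. With the scan session as a covariate 533 genes were called, 438 of them among the 573. Both T0 replicates were scanned in session 1. The 6 h in culture, the change of medium and handling were not tested separately and stay open.

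AF264627, a probe without a position in the human genome, was 5.28 higher on the log2 scale with LYBHI than in T6 (SE 0.358, adjusted p = 0.00102), with replicates at 5.82 and 4.75. Its mean log2 level was 9.79 in T6, 15.06 in LYBHI, 15.03 in SN and 11.3 in T0. Of the 39 probes higher in LYBHI than in T6, 8 (20.5%) have no genome position, against 2.24% of all probes (Fisher's exact test, one-sided, p = 2.05e-06), which argues against chance. Of these 8 probes, 7 were well above background on every T6 array, but a signal in the control cells does not bear on the source of the rise, so RNA brought in by the medium cannot be told apart from a response of the cells. RNA of another organism in the cultures could be a source. The raised probes had a median G and C content of 34.2%, against 45% for all probes without a position and 41.7% for all probes, and without a match to a genome this cannot be told apart from human sequence missing in the build.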

How the results depend on the processing

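The crossed pairing of replicate numbers was chosen only after the result was seen; the other alternatives were planned. For each changed result below the cause was not tested, except where the text names a stricter or looser threshold or fewer samples.

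No called result changed direction under any alternative. The median of the NF-κB list in SN+TNF-α compared to LYBHI+TNF-α, which was not called, changed sign with the signals processed by Feature Extraction (-0.0011). Among the named genes, 321 values were compared under the alternatives in 5489 comparisons, of which 5189 kept their side of the threshold, 229 no longer passed, 71 newly passed and 0 reversed. The IL8 increase with TNF-α passed under every alternative (2.97 to 4.80), as did the NF-κB list (0.87 to 1.34) and the IFN-γ list (0.14 to 0.31) in TNF-α, the deacetylase inhibitor list (0.18 to 0.38) and the Wnt list (13.3% to 38.3%). No other probe of IL8 exists. The camera tests of lists were not run with the slide or the replicate as a random block. Loess with Aquantile leaves the ratios unchanged and gives the values of loess alone.

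Without background correction, 73 genes were changed by LYBHI with TNF-α, 1572 by SN compared to LYBHI without TNF-α, 120 by LYBHI without TNF-α, and 1 gene, LTB, had an SN effect that differed with TNF-α (0% higher, against 50%). With the signals processed by Feature Extraction the counts were 642 for TNF-α (65.1% higher, against 79.3%), 15 for LYBHI with TNF-α (40% higher, against 25.6%), 3543 for SN with TNF-α, 3049 and 2232 for SN compared to LYBHI with and without TNF-α, 188 for LYBHI without TNF-α (35.3% higher, against 51.4%), 2000 for T0, 3531 SN-specific genes and 242 reversed genes, and by limma 0 genes had a differing SN effect (1404 at an unadjusted p under 0.05). There the decrease of IL8 was -0.59 (adjusted p = 0.458) and MAPK genes were regulated at 22.3% (Fisher's exact test, p = 0.051, against 0.00136 to 0.0499 under the other alternatives). With loess and Aquantile, and with loess alone, 21 genes were changed by LYBHI with TNF-α, 356 by SN compared to LYBHI without TNF-α and 0 had a differing SN effect by limma (104 at an unadjusted p).

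With median centring, 8 genes were changed by LYBHI with TNF-α (62.5% higher), 752 by SN with TNF-α (43% higher, against 57.2%), 368 and 42 by SN compared to LYBHI with and without TNF-α (76.6% and 100% higher, against 61.9% and 57.3%), 11 by LYBHI without TNF-α (100% higher), 1501 between T0 and T6 (93.7% higher, against 52.3%), 745 were SN-specific, and 0 had a differing SN effect by limma (84 at an unadjusted p). IL8 fell by 0.78 (adjusted p = 0.0647). The median of all probes moved to 0.10 in SN compared to T6, so changes there are relative to that shift. Over the alternatives the adjusted p of the IL8 decrease lay between 0.000189 and 0.458.

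With the arrays as separate samples and a dye effect, 153 genes were changed by LYBHI with TNF-α and 15 had a differing SN effect, and with the replicate as a random block on the arrays 150 and 19. With the slide as a random block 5 genes had a differing SN effect, among them CCL20 and LTB, and with the scan session as a covariate 118 were changed by LYBHI with TNF-α. With limma on only the treatments compared, which leaves fewer samples, 0 genes were changed by LYBHI with TNF-α (177 at an unadjusted p), 0 by SN compared to LYBHI without TNF-α (830), 5 by LYBHI without TNF-α (CYP1A1, CYP1B1 and, named after their values were seen, ALDH1A3, AF100640 and AF222023), and 0 had a differing SN effect (78). DACT3 without TNF-α was then 3.23 (adjusted p = 0.166), against 5.35e-06 to 0.0437 under the other settings of processing. The other DACT3 probe gave 0.028 with TNF-α (adjusted p = 0.828), where it was below background, and 0.065 without (adjusted p = 0.756), where it was well above background on 1 of 4 arrays of SN and 1 of 4 of LYBHI. With fry in place of camera, the NF-κB list in SN+TNF-α compared to LYBHI+TNF-α, at a median of 0.025, passed (adjusted p = 0.0239), and its median ranged up to 0.035.

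On the adjusted p alone, a looser criterion, 1627 genes were changed by TNF-α, 80 by LYBHI with TNF-α, 5067 by SN with TNF-α, 4465 and 1883 by SN compared to LYBHI with and without TNF-α, 794 by LYBHI without TNF-α, 4627 between T0 and T6, 5003 were SN-specific and 655 reversed. With an FC over 2, a stricter criterion, the counts were 87, 11, 458, 355 and 96, 16, 77, 449 and 24 in the same order.

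With each replicate left out, where the lone sample is assumed to vary like the other treatments, the counts ranged from 209 to 288 for TNF-α, 2 (without TNF-α replicate 1) to 66 (without LYBHI+TNF-α replicate 1) for LYBHI with TNF-α, 1548 to 1987 for SN with TNF-α, 1528 to 1961 for SN-specific genes, 89 to 111 for reversed genes, 1284 to 2142 and 196 (without LYBHI replicate 1) to 1155 (without SN replicate 2) for SN compared to LYBHI with and without TNF-α, 10 to 14 for LYBHI without TNF-α, 330 (without T0 replicate 2) to 519 for T0 and 1 (LTB) to 8 (without SN replicate 1) for a differing SN effect. DACT3 ranged from 3.94 to 4.31 with TNF-α and from 2.15 to 4.31 without, where it no longer passed without LYBHI replicate 1 (3.25, adjusted p = 0.0879) or replicate 2 (3.21, adjusted p = 0.0744). The share of MAPK genes ranged from 13.4% to 22.3% (without LYBHI+TNF-α replicate 1). The median of the G1/S list ranged from 0.026 (without SN+TNF-α replicate 2) to 0.099 (without SN+TNF-α replicate 1).

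The replicate numbers do not pair SN+TNF-α or T0 with the other treatments. Deviations of same-numbered replicates correlated between -0.48 and 0.08 for SN+TNF-α and between -0.21 and -0.054 for T0 with TNF-α, SN, LYBHI and LYBHI+TNF-α, but between 0.31 and 0.78 among these 4, where the number also follows the scan session, and at 0.47 between SN+TNF-α and T0. With the replicate block the counts were 276 for TNF-α, 55 for LYBHI with TNF-α, 1954 for SN with TNF-α, 1617 and 725 for SN compared to LYBHI with and without TNF-α, 88 for LYBHI without TNF-α, 590 for T0, 1917 SN-specific, 104 reversed and 2 with a differing SN effect. With the numbers of SN+TNF-α crossed, 2018 genes were changed by SN with TNF-α, 1717 compared to LYBHI+TNF-α, 1974 were SN-specific and 110 reversed.

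Signal over background limits the low probes. The filter on dim probes left out 15938 probes and kept 25062.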

Differences from the paper's values

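The gene counts read from Fig. 1A and the MAPK percentage were set beside the values here only after the result was seen. A count or share was taken to differ when the larger value was more than 1.5 times the smaller, and a fold change when its direction differed, or when it met this criterion and was off by more than the SD of the replicates (for DACT3 the SD was not used). The 104 reversed genes (the paper's value is 70) and the 43 genes regulated by LYBHI+TNF-α (the paper's value is 63) are thus not counted as differing. Of the values compared, 9 are from the paper's text, of which 2 differ, 2 were read from a figure, of which 1 differs, and 40 are from its supplement, of which 2 differ.

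The paper's share of TNF-α genes reversed by SN is 25%, and the share here is 37.8%. The paper's wording can be read as counting only genes specific to SN. The share here counts all genes called in SN+TNF-α compared to TNF-α, in both directions, so the sets may differ. Of the alternatives set before the data were examined, the share was within the criterion without background correction (36.4%), with median centring (32.9%), with the slide as a random block (37.4%), without SN+TNF-α replicate 2 (36%), with an FC over 2 (27.6%) and with the reversal taken from SN+TNF-α compared to LYBHI+TNF-α (26.5%), and under the others run for this share it was not.

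For the share of SN-regulated genes linked to MAPK pathways, the paper's value is 7% and the value here is 1.02%. The lists differ, since the paper used IPA and a list written for this work was used here. The share differed under every alternative run for it of those set before the data were examined, and was highest with an FC over 2 (1.97%). At the main thresholds the list had 112 background genes, against 1562 regulated ones. The share could thus come near the paper's value only if almost the whole list were regulated. This difference therefore does not bear on the paper's value.

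The number of genes regulated by LYBHI only is about 23 in Fig. 1A, read by eye, and 14 here. Of the alternatives set before the data were examined, it did not differ without background correction (25), with the slide as a random block (16), with the replicate block (18) and on the adjusted p alone (16), and it differed under the others run for this count, with 39 without LYBHI+TNF-α replicate 1, and 6 or fewer without LYBHI+TNF-α replicate 2, either replicate of TNF-α or SN+TNF-α replicate 1. With the numbers of SN+TNF-α crossed in the replicate block, a setting chosen after seeing the values, it was 20 and did not differ.

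Table S1 gives a fold change of 1.87 for CEBPA, downregulated by TNF-α, as the paper's value. Here the brightest probe gave 1.18, upward but not called (adjusted p = 0.698 by limma). Its replicates had log2 ratios of 0.57 and -0.087. The fold differed from the paper's value under every alternative set before the data were examined. It was 1.06, downward, without TNF-α replicate 1 and 1.49, upward, without TNF-α replicate 2. The other probes of CEBPA, a setting outside those alternatives, gave folds of 1.86 and 1.66, both downregulated and called, and the former reaches the paper's value. In the authors' deposited table the CEBPA probes have log2 FC of -0.90, -0.73 and 0.26, so the difference lies in the choice of probe.

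For YPEL4 in SN+TNF-α compared to LYBHI+TNF-α the paper's fold change is 3.37, and here it was 1.08 at the brightest probe and differed under every alternative set before the data were examined. With the scan session as a covariate it was 1.00, on the downward side. Another probe of YPEL4, well above background on 1 of 4 arrays of LYBHI+TNF-α, was called at 3.46, which reaches the paper's value. The authors' deposited table gives log2 FC of 0.13 at the brightest probe and 1.75 at the other. The difference thus lies in the choice of probe. IL10RA, which the paper lists as upregulated, was not called at its brightest probe (1.22). Another probe of IL10RA, not well above background on any array of LYBHI+TNF-α, was called here as upregulated, and the authors' deposited table gives this probe a log2 FC of 0.84.

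Table S2 is described as the genes with the largest fold change. Over its 20 genes, DACT3 and LTB were among the first 10 of their direction here, and the others ranked lower, to 784 among the upregulated and 413 among the downregulated genes. The paper states that the tested genes moved as on the arrays. Fig. 2B shows JNK1, c-Fos and c-Jun lower with SN than with LYBHI under TNF-α, whereas on the arrays MAPK8 was 0.32 and FOS 0.15 higher on the log2 scale, and JUN was 0.03. FOS and JUN were within the replicate error.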

Other observations

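The test of the NF-κB list without the genes that prompted it, the reading of the deacetylase inhibitor list and the comparison of scan session with replicate number are tests chosen only after the result was seen, while those of the other targets of the aryl hydrocarbon receptor and of the shared TNF-α arrays were written before.

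The other members of the Dact family, DACT1 and DACT2, were not well above background on any of the 4 arrays of SN+TNF-α or of LYBHI+TNF-α, so no change is given for them.

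SN holds butyrate, a deacetylase inhibitor, according to the paper. Of 23 genes known to rise with deacetylase inhibitors, 20 were higher in SN+TNF-α than in LYBHI+TNF-α and 7 were upregulated, also when adjusted over the list alone, with a median log2 FC of 0.24 (camera at its preset correlation, p = 1.86e-06, adjusted over the 7 lists 4.34e-06). The call held under fry (adjusted p = 1.48e-05) and with an estimated correlation (adjusted p = 0.014). GADD45B is also on the NF-κB and MAPK lists. Deacetylase inhibition by SN may explain part of these changes, as a hypothesis, and other components of the supernatant were not tested.

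LYBHI compared to T6 upregulated CYP1A1 (log2 FC 2.53), CYP1B1 (2.53), ALDH1A3 (2.47) and TIPARP (0.63). ALDH1A3 and TIPARP were chosen after their values were seen. A response of the aryl hydrocarbon receptor to the medium is a candidate explanation. The 5 other targets listed, whose values had not been seen, had a median log2 FC of 0.12 (camera at its preset correlation, p = 0.0106, fry, p = 0.0147, camera with an estimated correlation, p = 0.0404), and by limma none of them was called, the lowest adjusted p being 0.0715. Components of the medium were not tested.

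LYBHI+TNF-α compared to TNF-α lowered IL8, CXCL1 and CCL20. With these 3 genes left out, which was decided after the whole list had been seen, 46 of the 56 other NF-κB targets were lower, with a median log2 FC of -0.15 (camera at its preset correlation, p = 1.25e-09, fry, p = 0.000282, camera with an estimated correlation, p = 0.0032). Of these, 1 gene, CX3CL1, was called. Over the whole list 49 of 59 targets were lower and 4 were called, these 3 genes and CX3CL1. A lower NF-κB response with LYBHI may be the reason, as a hypothesis. Replicate 1 and replicate 2 of these treatments lie in different scan sessions, and each session holds both treatments.

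Chance values of the TNF-α arrays shared by the comparisons gave at most 0 reversed genes in 50 simulated draws, against 104 observed, and at most 0 genes shared by the LYBHI+TNF-α and SN+TNF-α comparisons, against 29 observed, which argues against them as the reason. No biological explanation was tested by these draws.

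The replicates of TNF-α, SN, LYBHI and LYBHI+TNF-α deviated together, with the lowest correlation at 0.31 across probes. In these treatments the scan session follows the replicate number, and all values are ratios to T6. The session, a shared day of culture and T6 RNA that differed between the replicates therefore cannot be told apart.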
